# Epigenetic and Transcriptomic Impacts of Ethanol Vary by Brain Region and Extent of Exposure

**DOI:** 10.1523/ENEURO.0484-25.2026

**Published:** 2026-04-09

**Authors:** Erica M. Periandri, Kala M. Dodson, Mariana Lopes, Francisca N. de Luna Vitorino, Anjola Ola, Joanna M. Gongora, Benjamin A. Garcia, Karl M. Glastad, Gabor Egervari

**Keywords:** acute alcohol exposure, brain, chronic alcohol exposure, epigenetics, ethanol, transcriptomics

## Abstract

Epigenetic and transcriptional mechanisms are key contributors to alcohol use disorder (AUD). However, a better understanding of the specific genes, transcripts, and chromatin marks affected is necessary to inform novel pharmacotherapies. Here, we systematically investigate the genome-wide epigenetic and transcriptomic effects of ethanol across key brain regions relevant to AUD and assess how these outcomes differ between acute and chronic exposure in male C57BL/6J mice. We show that alcohol-derived acetate contributes to histone acetylation in the brain in response to acute or chronic exposure, with a broader and more robust effect following repeated exposure. Further, we find that chromatin and transcriptomic changes elicited by acute or chronic ethanol exposure are predominantly specific to brain region and observe more robust dysregulation of gene and transcript expression following acute exposure. We show that ethanol-induced transcriptional changes are paradigm dependent in some brain regions, most strikingly in the ventral hippocampus. Overall, our results systematically illuminate and compare key epigenetic and transcriptomic outcomes linked to acute and chronic ethanol exposure, which will guide the development of future therapeutic interventions.

## Significance Statement

This is the first study to systematically investigate epigenetic and transcriptomic changes following acute or chronic exposure to alcohol, focusing on key regions previously linked to substance use disorders. We show the molecular impact of alcohol varies among brain regions and in part depends on the extent of alcohol exposure. Our results provide unprecedented detail on how alcohol affects transcriptional regulation in the brain, which in turn will inform the development of needed novel therapeutic interventions for alcohol use disorder.

## Introduction

Despite decades of research on its detrimental consequences, the use and misuse of alcohol continues to be widespread. Alcohol is the most commonly used psychoactive substance of significant public health importance (World Health Organization, 2024), and alcohol use disorder (AUD) is among the most prevalent substance use disorders in the United States (Substance Abuse and Mental Health Services Administration, 2025). However, pharmacotherapies for AUD are limited and lack sustained efficacy, largely due to the complex and widespread molecular effects of alcohol on the brain (Ron and Barak, 2016; Egervari et al., 2021).

Postmortem and translational studies consistently link chronic alcohol consumption with epigenetic (Zakhari, 2013; Finegersh et al., 2015; Berkel and Pandey, 2017; Mahnke et al., 2017; Palmisano and Pandey, 2017) and transcriptomic changes including alternative splicing (Van Booven et al., 2021; Huggett et al., 2023; Carvalho and Lasek, 2024; Bhatnagar and Heller, 2025) in the brain. However, the mechanisms contributing to these molecular signatures remain ambiguous. Further, there is a current lack of knowledge on how ethanol-induced epigenetic and transcriptomic outcomes differ between acute and chronic exposure. A better understanding of these differences can provide novel insight into mechanisms that play a key role during the transition from limited to chronic consumption.

Recent findings outlined a metabolic-epigenetic nexus by which acetate produced from ethanol metabolism directly contributes to histone acetylation in the mouse hippocampus, regulating alcohol-associated learning (Mews et al., 2019). This incorporation is mediated by Acetyl-CoA Synthetase 2 (ACSS2), a metabolic enzyme that converts acetate into acetyl-CoA, which is the primary substrate of histone acetyltransferases (HATs) and is necessary for histone acetylation (Mews et al., 2017). Follow-up work addressed the relevance of ACSS2 in a model of voluntary binge alcohol drinking, “Drinking in the Dark” (DID; Egervari et al., 2025). Interestingly, ACSS2 was found to regulate voluntary ethanol consumption, primarily in male mice: Knock-out of ACSS2 resulted in decreased alcohol drinking and blunted alcohol-related gene expression and histone acetylation changes in the ventral striatum (VS) of male mice following DID (Egervari et al., 2025).

It remains unknown whether ethanol-derived acetate directly contributes to histone acetylation in the VS and other nonhippocampal brain regions implicated in maladaptive behaviors associated with AUD. Further, it has not been investigated how this incorporation may differ between acute and chronic exposure to alcohol. Overall, the epigenetic and transcriptomic effects of acute or chronic ethanol exposure are yet to be systematically assessed across key brain regions relevant to AUD.

Here, we use a combination of advanced proteomic and transcriptomic approaches to query the epigenetic and transcriptomic impacts of acute and chronic alcohol exposure across the mouse brain, focusing on key regions associated with AUD: the cortex, hippocampus, ventral striatum, and dorsal striatum (Koob and Volkow, 2016). We show alcohol-derived acetate is incorporated into histone acetylation in the brain in response to acute or chronic exposure, with a broader and more robust effect following repeated exposure. Further, we outline key molecular changes underlying acute and chronic alcohol administration and show alcohol's effects on chromatin, gene and transcript expression, and alternative splicing vary among brain regions. Our findings indicate the extent of exposure profoundly impacts alcohol's transcriptional outcomes in the ventral hippocampus (vHPC), suggesting a robust remodeling of gene and transcript expression programs in this region during the transition from acute to chronic ethanol consumption. Overall, this study systematically illuminates key epigenetic and transcriptomic outcomes linked to ethanol and outlines how these changes differ between acute and chronic exposure, which will guide the development of future therapeutic interventions.

## Materials and Methods

### Animals and experimental design

Animal use and all experiments performed were approved by the Institutional Animal Care and Use Committee (IACUC protocol ID 22-0418). All personnel involved have been adequately trained and are qualified according to the Animal Welfare Act (AWA) and the Public Health Service (PHS) policy. C57BL/6J male mice were obtained from The Jackson Laboratory (RRID:IMSR_JAX:00064) and were group housed on a 12 h light/dark cycle with food and water provided *ad libitum*. Male C57BL/6J mice 8–10 weeks of age were used for all experiments. Mice were randomly assigned to treatment groups.

Each mouse was administered with either saline (vehicle control), 2 g/kg ethanol (20% ethanol in saline solution), or 2 g/kg heavy labeled ethanol (20% deuterated [D6-]ethanol in saline solution) via intraperitoneal (i.p.) injection. Mice acutely exposed were administered 1 dose, whereas mice chronically exposed were administered 10 doses over the course of 10 consecutive days (1 dose per day; Fig. 1*A*). Mice were killed 4 h postinjection by cervical dislocation. Whole brains were immediately collected in cryogenic vials, snap-frozen in a bath of 2-methylbutane (Sigma-Aldrich, M32631) embedded in dry ice, and stored at −80°C until dissection of brain regions. Brain tissue was dissected on a −20°C cold plate, using a razor blade to make coronal slices and 11-gauge sample corer (Fine Science Tools, 180–35) to collect specific brain regions from coronal slices. Collected frozen tissue was stored at −80°C until used for one of the two downstream molecular assays used in this study (mass spectrometry or RNA sequencing). Mass spectrometry samples were derived from *n* = 3–5 mice per group, with groups defined by paradigm (acute or chronic) and treatment (saline, ethanol, or D6-ethanol; 6 groups; *n* = 22 mice total). RNA sequencing samples were derived from *n* = 3–4 mice per group, with groups defined by paradigm (acute or chronic) and treatment (saline or ethanol; 4 groups; *n* = 16 mice total).

**Figure 1.**
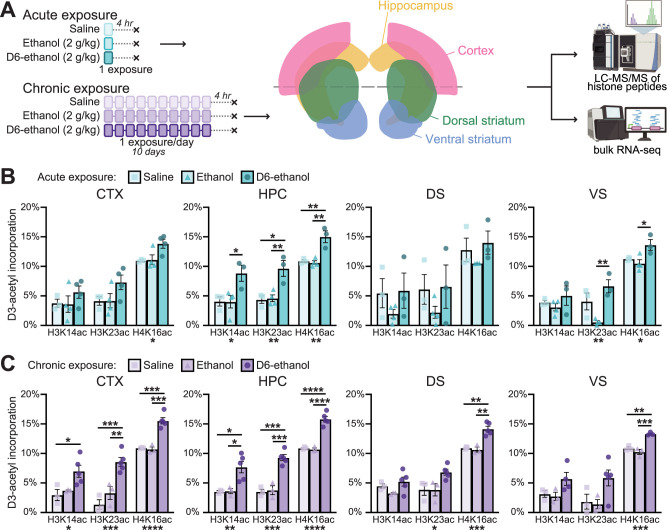
Ethanol-derived acetate contributes to histone acetylation in brain regions relevant to AUD following acute or chronic exposure. ***A***, Experimental workflow showing acute and chronic ethanol exposure models, coronal view of investigated brain regions, and downstream molecular assays. ***B***, ***C***, Proportion of heavy labeled (D3-)acetyl incorporation into histone acetylation in brain regions of interest following (***B***) acute exposure and (***C***) chronic exposure. Data are means ± SEM, with symbols showing individual mice. *n* = 3–5 mice per group. Asterisks denote significance level (*<0.05, **<0.01, ***<0.001, ****<0.0001) of *p* value from one-way ANOVA (below *x*-axis) or adjusted *p* value from post hoc Tukey's multiple-comparisons test (above columns). Abbreviations: CTX, cortex; DS, dorsal striatum; HPC, whole hippocampus; VS, ventral striatum. See Extended Data Figure 1-1 for heavy labeling data and statistical reports.

10.1523/ENEURO.0484-25.2026.f1-1 Figure 1-1 **Data and statistical reports for heavy acetyl incorporation into histone acetylation. (A)** Heavy LC-MS/MS data of D3-acetyl incorporation into investigated histone peptides in the context of acute or chronic exposure. **(B)** Statistical reports from analyses of heavy LC-MS/MS data. Supports ***Figure 1B,C***. Download Figure 1-1, XLS file.

### Histone preparation and mass spectrometry

Histone extraction and sample preparation for mass spectrometry were performed as previously described (Sidoli et al., 2016). A liquid chromatography-tandem mass spectrometry (LC-MS/MS) system consisting of a Vanquish Neo UHPLC coupled to an Orbitrap Q Exactive or Ascend (Thermo Scientific) was used for peptide analysis. Histone peptide samples were maintained at 7°C on a sample tray in LC. Separation of peptides was carried out on an Easy-Spray PepMap Neo nano-column (2 µm, C18, 75 µm × 150 mm) at room temperature with a mobile phase. The chromatography conditions consisted of a linear gradient from 2–32% solvent B (0.1% formic acid in 100% acetonitrile) in solvent A (0.1% formic acid in water) over 48 min and then 42–98% solvent B over 12 min at a flow rate of 300 nl/min. The mass spectrometer was programmed for data-independent acquisition (DIA). One acquisition cycle consisted of a full MS scan and 35 DIA MS/MS scans of 24 m/z isolation width starting from 295 to 1,100 m/z. Full MS scans were typically acquired in the Orbitrap mass analyzer across 290–1,200 m/z at a resolution of 70,000 or 120,000 in positive profile mode with an injection time of 50 ms and an automatic gain control (AGC) target of 1.0 × 10^−6^ or 200%. MS/MS data from higher energy collisional dissociation fragmentation was collected in the Orbitrap. These scans typically used a nominal collision energy of 30 or 25, AGC target of 1,000%, and maximum injection time of 60 ms. EpiProfile 3 (Yuan et al., 2015) was used to analyze histone MS data and calculate the ratio at which each modification was present for each peptide (relative abundance).

### RNA extraction and sequencing

Total RNA was extracted using TRIzol-chloroform and the RNeasy Mini Kit (Qiagen, 74104) with on-column RNase-free DNase (Qiagen, 79254) treatment according to manufacturer protocols, and total RNA quality was assessed using High Sensitivity RNA ScreenTape Analysis on the TapeStation system (Agilent, 5067-5579 and 5067-5580).

mRNA was isolated from up to 100 ng total RNA using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, E7490), and libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs, E7770; for cortex and dHPC) or the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs, E7760; for vHPC, DS, and VS) in coordination with compatible NEBNext Multiplex Oligos for Illumina (New England Biolabs, E7335, E7500, and E7710 for cortex and dHPC; E6440 for vHPC, DS, and VS) and HighPrep PCR beads (MagBio, AC-60050). Library quality was assessed using DNA ScreenTape Analysis on the TapeStation system (Agilent, 5067-5602 and 5067-5582). Libraries were quantified using the NEBNext Library Quant Kit (New England Biolabs, E7630) with an Applied Biosystems QuantStudio 5 Real-Time PCR System. The NEBioCalculator qPCR Library Quantitation Tool was used to calculate the concentration of amplifiable templates in each library. Following quantitation, libraries were pooled in equal concentrations and submitted for sequencing.

Libraries for the cortex and dHPC were sequenced on the AVITI system using the AVITI 2 × 75 Sequencing Kit Cloudbreak Freestyle High Output Kit (Element Biosciences, 860-00015), and base calls and demultiplexing were performed using Element Biosciences' bases2fastq software allowing 1 mismatch in the indexing read at The DNA Sequencing Innovation Lab (DSIL) at The Center for Genome Sciences and Systems Biology (CGSSB) at Washington University School of Medicine in St. Louis. Libraries for the vHPC, DS, and VS were sequenced on an Illumina NovaSeq 6000, and base calls and demultiplexing were performed with Illumina's bcl2fastq software and a custom python demultiplexing program with a maximum of 1 mismatch in the indexing read at The Genome Technology Access Center (GTAC) at The McDonnell Genome Institute (MGI) at Washington University School of Medicine in St. Louis. Sequencing generated ∼30 million paired-end reads on average per sample (2 × 75 bp for cortex and dHPC; 2 × 150 bp for vHPC, DS, and VS).

### RNA-seq analysis and visualization

Adapters were trimmed from sequencing reads using Cutadapt v5.0 (Martin, 2011) with a minimum length of 15 bp (parameters “-a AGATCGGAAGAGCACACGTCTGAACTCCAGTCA -A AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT -m 15”). Trimmed reads were aligned to the *Mus musculus* GRCm39 reference genome assembly using STAR v2.7.10a (Dobin et al., 2013) with parameters “–runMode alignReads –outSAMtype BAM SortedByCoordinate –outFilterType BySJout –outFilterMultimapNmax 20 –alignSJoverhangMin 8 –alignSJDBoverhangMin 1 –outFilterMismatchNmax 999 –outFilterMismatchNoverLmax 0.04 –alignIntronMin 20 –alignIntronMax 100,000 –alignMatesGapMax 100,000 –quantMode TranscriptomeSAM GeneCounts”. Gene and transcript isoform counts were generated using featureCounts v2.0.6 (Liao et al., 2014) and the annotation from the NCBI RefSeq assembly (Mus_musculus.GRCm39.113.gtf) with parameters “-t exon -g gene_id -s 2 -p -B -C -O -M” for gene counts and “-t exon -g transcript_id -s 2 -p -B -C -O -M” for transcript isoform counts.

Before differential expression analysis (DEA), low counts were filtered out following the criteria that at least two samples in a group have at least five counts each per row (groups defined by paradigm, treatment, and region). Differential gene and transcript isoform expression analyses were separately performed, with DESeq2 (Love et al., 2014) using the default Wald negative binomial test to determine differentially expressed genes (DEGs) or differentially expressed transcripts (DETs) for pairwise comparisons (ethanol vs saline, by paradigm and region). For each region, interaction effects between paradigm and treatment were evaluated with DESeq2 (Love et al., 2014) using “design = ∼Paradigm*Trt” and statistical testing for the contrast “name = ‘ParadigmChronic.TrtEtOH’”. A false discovery rate (FDR) cutoff of 0.1 and no log_2_(fold change; LFC) cutoff was used in differentiating differentially expressed from nondiffering genes or transcripts. RNA-seq differential expression and interaction analysis results are shown in Extended Data Figure 3-1 for gene level and Extended Data Figure 5-1 for transcript isoform level. Unless otherwise specified, the R package ggplot2 (Wickham et al., 2016) was used to generate plots of RNA-seq data.

Alternative splicing was assessed using rMATS v4.3.0 (Shen et al., 2014) with variable read lengths and soft-clipped reads permitted (parameters “–variable-read-length –allow-clipping”, with “–readLength 79 –libType fr-unstranded” for cortex and dHPC or “–readLength 151 –libType fr-firststrand” for vHPC, DS, and VS) and the annotation from the NCBI RefSeq assembly (Mus_musculus.GRCm39.113.gtf). Differential alternative splicing events (ASEs) at annotated splice junctions were identified between samples from ethanol- versus saline-treated groups (within-paradigm and -region), with difference in percent spliced in (ΔPSI) calculated as ethanol minus saline. Significant ASEs were distinguished by FDR < 0.1 and |ΔPSI| ≥ 0.1. rMATS results are shown in Extended Data Figure 5-4.

Gene ontology (GO) enrichment tests were performed for biological process terms with at least 10 annotated genes (“ontology = ‘BP’, nodeSize = 10”) using the weight01 algorithm and Fisher statistic (“algorithm = ‘weight01’, statistic = ‘fisher’”) with the R package topGO (Alexa and Rahnenfuhrer, 2024). Resulting *p*-values were adjusted using Benjamini–Hochberg correction, and significantly enriched terms were distinguished by FDR < 0.1. When >10 significant terms were identified, redundancy was reduced using the R package rrvgo (Sayols, 2023) as follows: Semantic similarity between terms was calculated, a similarity matrix was generated (Lin method), terms were clustered (similarity threshold specified in corresponding Extended Data), and representative nonredundant terms (one parent term per cluster) were retained. For each term, gene ratio was calculated as the number of significant genes out of the number of annotated genes detected. GO enrichment results are shown in Extended Data Figures 3-2, 4-1, 5-3, and 6-1.

Given differences in library preparation and sequencing platforms between brain regions, quantitative analyses were limited to within-region comparisons and only qualitative and categorical summaries were used to make comparisons between regions. The list of queried response genes (RGs) used for plotting Extended Data Figure 3-3 was curated based on published literature (Vazdarjanova et al., 2002; Chen et al., 2004; Schmahl et al., 2007; Tullai et al., 2007; Kojima et al., 2008; Trollmann et al., 2010; Saha et al., 2011; Saha and Dudek, 2013; Zovkic et al., 2014; Dunn et al., 2017; Kim et al., 2018; Tyssowski et al., 2018; Periandri et al., 2026) and is provided in Extended Data Figure 3-1*B*.

### Statistical analyses

Sample sizes and statistical tests are indicated in the figure legends. Bar plots with error bars represent means ± SEM, and bar plots without error bars represent total quantities. Boxplots represent median (center line), interquartile range (box edges), and range (whiskers). Shapes (datapoints) on bar and boxplots represent individual mice.

Heavy labeled LC-MS/MS data were analyzed using Skyline (MacLean et al., 2010). The relative amount of heavy labeling was calculated as the peak area of the heavy (D3-labeled) peptide divided by the sum of the peak areas of the heavy and light peptides (data in Extended Data Fig. 1-1*A*). D6-ethanol-derived acetyl groups were most reliably detected for H3K14ac, H3K23ac, and H4K16ac due to these peptides being abundantly acetylated. Thus, we chose to focus on these three hPTMs to assess D3-acetyl incorporation. Heavy labeled LC-MS/MS data were statistically analyzed in GraphPad Prism to test for normal distribution (Shapiro–Wilk test), test for significant treatment effect (one-way ANOVA for parametric data, Kruskal–Wallis test for nonparametric data), and in cases of significant treatment effect, post hoc test for pairwise differences between treatment groups (Tukey's multiple-comparisons test for parametric data, Dunn's multiple-comparisons test for nonparametric data). Statistical reports for heavy labeled LC-MS/MS data are in Extended Data Figure 1-1*B*.

Unlabeled LC-MS/MS data were captured as histone peptide relative abundance ratios for samples from ethanol- and saline-treated mice (i.e., excluding samples from D6-ethanol-treated mice). For unlabeled LC-MS/MS data, initial pairwise statistical analyses were performed in Excel using Student's *t* test (unpaired, two-tailed, equal variance) for each histone peptide (per row) to compare ethanol- versus saline-treated groups within a cohort (*p* values reported in Extended Data Fig. 2-1*B*). Unlabeled LC-MS/MS data were further analyzed in R using two-way ANOVA to detect significant paradigm × treatment interaction or main effect of either factor (*p < 0.05 indicated by row annotation on heatmaps, statistical reports in Extended Data Fig. 2-1*C*). In cases of a significant interaction, post hoc pairwise comparisons between treatments (within-paradigm) were tested using estimated marginal means [EMMs, with the R package emmeans (Lenth and Piaskowski, 2025)] with the AOV model and Benjamini–Hochberg correction for multiple comparisons per histone peptide (*p*-adj. significance level shown as asterisks on heatmaps, statistical reports in Extended Data Fig. 2-1*D*).

### Data accessibility

All mass spectrometry and RNA sequencing data are publicly available at the time of publication. Mass spectrometry data have been deposited in the MassIVE Repository (accession: MSV000100736). RNA sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO; accession: GSE31424).

## Results

### Ethanol-derived acetate is incorporated into brain histone acetylation following acute or chronic exposure

To determine whether acetate produced during ethanol metabolism directly contributes to histone acetylation in key substance use-related regions of the mouse brain, we used stable isotope-labeling mass spectrometry targeting histone peptides (Mews and Berger, 2016) in the cortex, whole hippocampus (HPC), dorsal striatum (DS), and ventral striatum (VS). Adult male C57BL/6J mice were administered a daily intraperitoneal (i.p.) injection of 2 g/kg heavy labeled ethanol (D6-ethanol), 2 g/kg ethanol, or equivalent volume saline for 1 d (acute exposure) or 10 d (chronic exposure) and were killed 4 h following the final exposure (Fig. 1*A*). Due to their generally high abundance and reliable detectability, we focused our analysis on H3K14ac, H3K23ac, and H4K16ac peptides.

Supporting our previous findings (Mews et al., 2019), acute treatment significantly affected the fraction of deuterated D3-acetyl of all three investigated peptides in the HPC (one-way ANOVA: [H3K14ac] *F*_(2,7)_ = 6.096, *p* = 0.0293; [H3K23ac] *F*_(2,7)_ = 4.11, *p* = 0.0063; [H4K16ac] *F*_(2,7)_ = 17.75, *p* = 0.0018; data and statistical reports in Extended Data Fig. 1-1), with significantly higher D3-acetyl incorporation in the acute D6-ethanol group compared with other acute treatment groups (Fig. 1*B*; post hoc Tukey's multiple comparisons reported in Extended Data Fig. 1-1*B*). In contrast, acute treatment affected D3-acetyl incorporation only for H4K16ac in the cortex (one-way ANOVA: [H4K16ac] *F*_(2,8)_ = 5.145, *p* = 0.0366; [H3K14ac] *F*_(2,8)_ = 1.000, *p* = 0.4095; [H2K23ac] *F*_(2,8)_ = 2.559, *p* = 0.1383), with no significant pairwise differences between treatment groups (Fig. 1*B*; post hoc reported in Extended Data Fig. 1-1*B*). Further emphasizing brain region specificity, no peptide was affected in the DS (Fig. 1*B*; one-way ANOVA: [H3K14ac] *F*_(2,7)_ = 1.197, *p* = 0.3572; [H3K23ac] *F*_(2,7)_ = 1.101, *p* = 0.3840; [H4K16ac] *F*_(2,6)_ = 1.222, *p* = 0.3588), while in the VS, acute exposure significantly affected D3-acetyl incorporation into H3K23ac and H4K16ac (one-way ANOVA: [H3K23ac] *F*_(2,7)_ = 11.35, *p* = 0.0064; [H4K16ac] *F*_(2,7)_ = 6.287, *p* = 0.0273; [H3K14ac] *F*_(2,7)_ = 1.094, *p* = 0.3860), with significantly higher incorporation in the acute D6-ethanol group (Fig. 1*B*; post hoc reported in Extended Data Fig. 1-1*B*). Together, these findings indicate a single exposure to ethanol is sufficient for ethanol-derived acetate incorporation into histone acetylation in some (HPC and VS) but not all (cortex or DS) investigated brain regions.

We next assessed the extent of ethanol-derived acetate incorporation into histone acetylation in these brain regions following chronic exposure, which has previously not been investigated. Chronic treatment significantly affected the fraction of D3-acetyl incorporation into each investigated peptide in both the HPC and cortex (one-way ANOVA: [H3K14ac] HPC *F*_(2,8)_ = 9.213, *p* = 0.0085 and cortex *F*_(2,8)_ = 5.769, *p* = 0.0281; [H3K23ac] HPC *F*_(2,8)_ = 35.72, *p* < 0.0001 and cortex *F*_(2,8)_ = 19.74, *p* = 0.0008; [H4K16ac] HPC *F*_(2,8)_ = 56.59, *p* < 0.0001 and cortex *F*_(2,8)_ = 37.12, *p* < 0.0001), with significantly higher incorporation in the chronic D6-ethanol groups (Fig. 1*C*; post hoc Tukey's multiple comparisons reported in Extended Data Fig. 1-1*B*). In the DS, chronic treatment significantly affected D3-acetyl incorporation into H3K23ac and H4K16ac (one-way ANOVA: [H3K23ac] *F*_(2,8)_ = 5.555, *p* = 0.0307; [H4K16ac] *F*_(2,8)_ = 22.21, *p* = 0.0005; [H3K14ac] *F*_(2,8)_ = 2.317, *p* = 0.1608), with the chronic D6-ethanol group showing significantly higher D3-acetyl incorporation into H4K16ac but not H3K23ac (Fig. 1*C*; post hoc reported in Extended Data Fig. 1-1*B*). Finally, we found chronic treatment significantly affected D3-acetyl incorporation only for H4K16ac in the VS (one-way ANOVA: [H4K16ac] *F*_(2,6)_ = 29.37, *p* = 0.0008; [H3K14ac] *F*_(2,7)_ = 3.288, *p* = 0.0985; [H3K23ac] *F*_(2,8)_ = 3.971, *p* = 0.0634), and the chronic D6-ethanol group had significantly higher D3-acetyl incorporation into H4K16ac in comparison to the other chronic treatment groups (Fig. 1*C*; post hoc Tukey's multiple comparisons reported in Extended Data Fig. 1-1*B*). Overall, these findings indicate ethanol-derived acetate is incorporated into histone acetylation following chronic exposure, with a broader and more robust impact on brain regions relevant to AUD and acetylated peptides compared with acute exposure. Interestingly, our results suggest different brain regions may have differing levels of sensitivity to the epigenetic impact of ethanol-derived acetate.

### Ethanol exposure affects histone posttranslational modifications in a brain region-specific manner

To understand the general impact of acute or chronic ethanol exposure on histone posttranslational modifications (hPTMs) in these key substance use-related brain regions, we performed LC-MS/MS targeting histone peptides in male mice that were administered a daily dose of 2 g/kg ethanol or equivalent volume saline via intraperitoneal injection for 1 d (acute) or 10 d (chronic) and killed 4 h following the final injection (Fig. 1*A*).

Acute ethanol exposure significantly affected the average relative abundance of hPTMs in each investigated region except the VS (Fig. 2*A*; data and statistical reports in Extended Data Fig. 2-1). The most hPTM changes in response to acute ethanol exposure were observed in the cortex, where H3K9acK14ac was increased while H4K5acK16ac, H3K36me3, and H3K79me3 were reduced (Fig. 2*A*). Dorsal striatal H3K79me2 was significantly reduced, whereas hippocampal H3K27me3 and H2A.Z.1K11ac were significantly increased following acute ethanol exposure (Fig. 2*A*).

**Figure 2.**
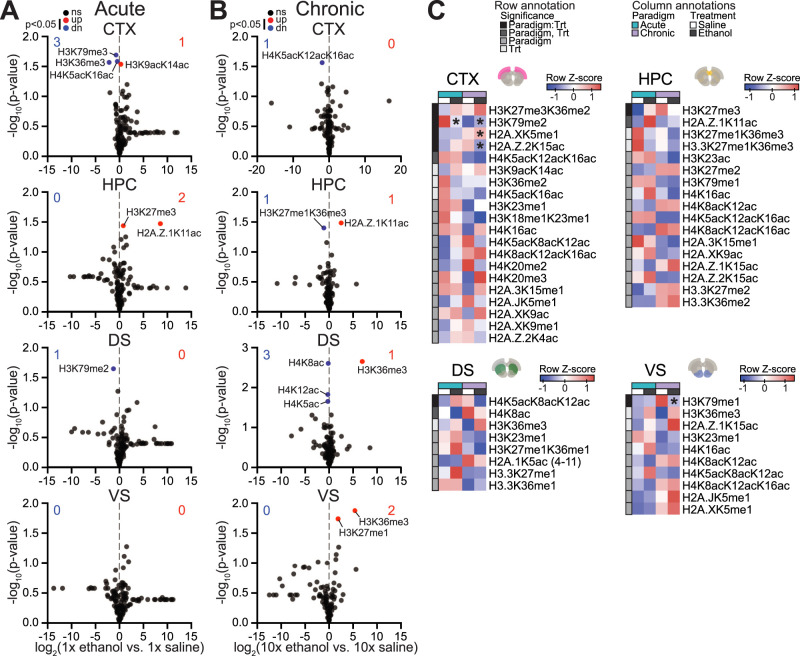
Chromatin remodeling in AUD-related brain regions following acute or chronic ethanol exposure. ***A***, ***B***, Volcano plots of hPTMs comparing ethanol- versus saline-treated mice following (***A***) acute exposure and (***B***) chronic exposure for each region. ***C***, Heatmaps showing average row *Z*-score of relative abundance for hPTMs showing a significant paradigm-dependent change in response to ethanol treatment (paradigm × treatment interaction [Paradigm:Trt]) or main effect of paradigm (chronic vs acute), treatment (ethanol vs saline [Trt]), or both factors (Paradigm, Trt; *p* < 0.05 by two-way ANOVA, indicated by row annotation). *p-adj. < 0.05 (estimated marginal means with the AOV model and Benjamini–Hochberg multiple comparisons correction). *n* = 3–4 mice per group. Abbreviations: dn, down; ns, not significant. See Extended Data Figure 2-1 for histone ratio data and statistical reports.

10.1523/ENEURO.0484-25.2026.f2-1 Figure 2-1 **Data and statistical reports for histone marks. (A)** Relative abundance of histone peptides (histone ratios). **(B)** *P*-values from two-tailed t test of equal variance comparing treatment (ethanol vs. saline) within each paradigm for histone peptides (*p*<0.05 indicated by red or blue dot color in ***Figure 2A,B***). **(C)** Two-way ANOVA results for hPTMs with significant paradigm-dependent change in response to ethanol treatment (paradigm × treatment interaction [Paradigm:Trt]) or main effect of paradigm (chronic vs. acute), treatment (ethanol vs. saline [Trt]), or both factors (*p*<0.05 indicated by row annotation in ***Figure 2C***). **(D)** Post hoc pairwise comparisons of treatment (ethanol vs. saline) within each paradigm for hPTMs with significant paradigm × treatment interaction (*p*<0.05 by two-way ANOVA). Pairwise tests were performed using estimated marginal means with the aov model, and *p*-values were adjusted for multiple comparisons using the Benjamini-Hochberg method (significance level indicated by asterisks in ***Figure 2C***). Supports ***Figure 2***. Download Figure 2-1, XLS file.

Chronic ethanol exposure also significantly affected the average relative abundance of hPTMs in each investigated region (Fig. 2*B*). In contrast to acute exposure, the most hPTM changes were observed in the DS, where H4K5ac, H4K8ac, and H4K12ac were reduced while H3K36me3 was increased (Fig. 2*B*). Ventral striatal H3K36me3 was also significantly increased in response to chronic ethanol exposure, as was H3K27me1 (Fig. 2*B*). In contrast to acute exposure, chronic ethanol exposure affected only one hPTM in the cortex: H4K5acK12acK16ac was reduced (Fig. 2*B*). In the HPC, H3K27me1K36me3 was reduced and H2A.Z.1K11ac was increased in response to chronic ethanol exposure (Fig. 2*B*).

The average relative abundance of only one hPTM (H3K36me3) was significantly affected in more than one region in response to ethanol exposure, indicating ethanol-induced hPTM changes occur primarily in a brain region-specific manner. Further, only two hPTMs (H3K36me3 and H2A.Z.1K11ac) were affected in both exposure paradigms, raising the possibility that ethanol-induced hPTM changes are dependent upon the extent of ethanol exposure. To test this, we performed two-way ANOVA analyses within each region to identify hPTMs with a significant interaction between paradigm (acute or chronic) and treatment (ethanol or saline) or a main effect of either factor. In the cortex, four hPTMs were differentially influenced by ethanol depending on the extent of exposure: H3K27me3K36me2, H3K79me2, H2A.XK5me1, and H2A.Z.2K15ac (Fig. 2*C*; two-way ANOVA reported in Extended Data Fig. 2-1*C*). Acute ethanol exposure significantly decreased H3K79me2 abundance but did not significantly affect the abundance of the other hPTMs, whereas chronic ethanol exposure significantly increased H2A.XK5me1 and H3K79me2 and reduced H2A.Z.2K15ac abundance in the cortex (Fig. 2*C*; post hoc reported in Extended Data Fig. 2-1*D*). For each of the other investigated regions, only one hPTM was differentially influenced by ethanol in a paradigm-dependent manner: H3K27me3 in the HPC (two-way ANOVA, paradigm × treatment interaction: *F*_(1,9)_ = 8.129, *p* = 0.0191), H4K5acK8acK12ac in the DS (*F*_(1,9)_ = 8.6322, *p* = 0.0165), and H3K79me1 in the VS (*F*_(1,9)_ = 5.410, *p* = 0.0450; Fig. 2*C*). Of these, H3K79me1 was reduced in the VS in response to chronic ethanol exposure (Fig. 2*C*; post hoc reported in Extended Data Fig. 2-1*D*). No hPTMs showed a significant interaction between paradigm and treatment for more than one region, further supporting regional specificity.

We also observed a paradigm-independent effect of ethanol on the epigenome of each investigated brain region, as evidenced by hPTMs showing a significant main effect of treatment. Specifically, there were four hPTMs with a significant treatment effect in the cortex (H3K9acK14ac increased; H3K36me2, H4K5acK16ac, and H4K5acK12acK16ac decreased), three in HPC (H2A.Z.1K11ac increased; H3K27me1K36me3 and H3.3K27me1K36me3 decreased), two in DS (H3K36me3 increased; H4K8ac decreased), and two in VS (H3K36me3 and H2A.Z.1K15ac increased; Fig. 2*C*; two-way ANOVA reported in Extended Data Fig. 2-1*C*). H3K36me3 was significantly increased in both the DS and VS in response to ethanol regardless of paradigm and was the only hPTM showing a significant treatment effect in more than one region (Fig. 2*C*), suggesting regional specificity of paradigm-independent epigenetic effects of ethanol.

More hPTMs exhibited a significant main effect of paradigm, suggesting a potential treatment-independent impact of repeated intraperitoneal injections on the brain epigenome. Specifically, there were 13 hPTMs with a significant paradigm effect in the cortex, 14 in HPC, 6 in DS, and 7 in VS (Fig. 2*C*; two-way ANOVA reported in Extended Data Fig. 2-1*C*). Of note, nearly a third of hPTMs significantly affected by paradigm were observed in more than one region, suggesting paradigm effects are less regionally specific than ethanol-induced hPTM changes.

Taken together, these findings indicate ethanol's effects on hPTMs depend largely on brain region and in part on extent of exposure. Importantly, acetylation and methylation changes occurred at similar frequencies, indicating the epigenetic impact of ethanol extends beyond direct incorporation of acetyl groups.

### Acute and chronic ethanol exposure disrupts gene expression in a brain region-specific manner

Next, we examined the gene expression outcomes associated with the observed epigenetic changes. We used RNA-seq to investigate the transcriptomic effects of acute or chronic ethanol exposure across five substance use-related brain regions: The cortex, dorsal hippocampus (dHPC), ventral hippocampus (vHPC), DS, and VS.

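Poly(A) RNA from 62 samples of the 5 regions was sequenced, with 3 or 4 male C57BL/6J mice in each of the 20 groups of region, paradigm and treatment. The mice had received 2 g/kg ethanol or saline by intraperitoneal injection once (acute) or on 10 days (chronic) and were killed 4 h after the last injection.
The authors trimmed the reads with Cutadapt, aligned them to GRCm39 with STAR and counted read pairs on the exons of each Ensembl gene with featureCounts, and they deposited these counts without normalization. A pair that mapped to several places or overlapped several genes was counted for each of them.
All libraries were counted with the reverse-stranded setting, although the cortex and dHPC libraries came from a kit that keeps no strand information and only the vHPC, DS and VS libraries came from a directional kit. 13971 genes have an exon that overlaps an exon on the other strand. The cortex and dHPC also used another sequencing platform than the vHPC, DS and VS. A difference between these 2 sets of regions therefore cannot be told apart from one between batches. Each test of ethanol against saline stayed within 1 region, while levels in the DS and VS relative to the cortex carry this limit.
The total on genes ran from 8149628 to 71164766 counts per library. The median was 51703961 in the cortex, 48892266 in dHPC, 14530176 in vHPC, 13091491 in DS and 14524117 in VS. Replicate 2 of the DS chronic saline group has no counts on chromosomes 7, 8, 9, X, Y and MT or on chromosome 6 past position 22875501.
Ethanol was compared with saline by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, on genes with at least 5 counts in at least 2 samples of either group. Genes with an FDR below 0.1 were taken as differentially expressed. Gene values are given as edgeR's TMM-normalized CPM. A standard error here is the absolute log2 fold change divided by the square root of edgeR's F statistic, so it is derived from the test. DESeq2's Wald test, which is the paper's test, was run on the same genes as an alternative. For a single gene, the alternatives to its FDR are DESeq2, DESeq2's size factors in edgeR, and edgeR with each library left out in turn.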

Acute ethanol exposure significantly dysregulated gene expression in each investigated region: There were 956 differentially expressed genes (DEGs) in the cortex, 281 in dHPC, 578 in vHPC, 1,312 in DS, and 178 in VS (Fig. 3*A*; differential expression analysis results in Extended Data Fig. 3-1*A*). 

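After acute ethanol, edgeR called 515 of 25905 genes in the cortex (212 up, 303 down), 11 of 26215 in dHPC (7 up, 4 down), 1056 of 20495 in DS (421 up, 635 down) and 8 of 20032 in VS (0 up, 8 down). In vHPC it called 0 of 19916 genes, where the smallest FDR was 0.171 and 2374 genes had an unadjusted p under 0.05. That unadjusted count was 3228 in the cortex, 2065 in dHPC, 3178 in DS and 1466 in VS.
DESeq2 called 957 (384 up, 573 down) in the cortex, 281 (141 up, 140 down) in dHPC, 578 (334 up, 244 down) in vHPC, 1312 (553 up, 759 down) in DS and 178 (27 up, 151 down) in VS. Of the edgeR calls, 481 in the cortex, 11 in dHPC, 1004 in DS and 8 in VS were also DESeq2 calls, each with the same sign. With no low-count filter, edgeR called 1488 genes in the cortex, 253 in dHPC, 263 in vHPC, 1798 in DS and 536 in VS. There the prior degrees of freedom, the weight on the spread shared by all genes, rose from between 4.75 and 9.14. They became 13.3 in vHPC, 20.9 in dHPC, 185 in VS and infinite in the cortex and DS, so these calls rest less on each gene's own spread. With all 4 groups of a region in one fit, edgeR called 0 in the cortex, DS and VS and 5 in dHPC. That DS fit includes chronic saline replicate 2, which lacks several chromosomes, with a biological coefficient of variation of 0.475 against 0.123, and 1300 of its genes had an unadjusted p under 0.05. Without acute ethanol replicate 4 the cortex gave 42 calls and without acute ethanol replicate 2 it gave 794. The vHPC gave 301 without acute saline replicate 6, the dHPC 84 without acute ethanol replicate 4 and the VS 290 without acute ethanol replicate 2.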

To identify possible functional implications of these gene expression changes, we performed gene ontology (GO) enrichment analysis of biological processes for each region. Acute ethanol induced cortical downregulation of genes related to various processes including glutathione transport, opioid receptor signaling, and peptidyl-tyrosine phosphorylation (Fig. 3*B*, Extended Data Fig. 3-2*A*). 

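Among the cortical genes labelled in Fig. 3A, *Aebp1* (ENSMUSG00000020473; chromosome 11, 5811947 to 5822088) fell from 18.7 ± 1.64 to 10.1 ± 1.35 CPM (SD, n = 3 and 3), with log2 fold change -0.89, standard error 0.11, edgeR FDR 0.00862, 2.23e-11 to 0.0664 over the alternatives. *Mc4r* (ENSMUSG00000047259; chromosome 18, 66990775 to 66993577) rose from 0.606 ± 0.0968 to 2.30 ± 0.650 CPM (SD, n = 3 and 3), with log2 fold change 1.92, standard error 0.26, edgeR FDR 0.0103, 9.75e-08 to 0.0664 over the alternatives. *Sdk2* and *Spon1* rose as well, with log2 fold changes of 0.93 and 0.70 (standard errors 0.11 and 0.09). Among cortical edgeR calls with a mean of at least 10 counts and no overlap between the groups, the largest fall was that of *Six2*, from 1.04 ± 0.304 to 0.293 ± 0.0564 CPM (SD, n = 3 and 3).
The gene annotation behind the enriched terms was not used. In their place stood lists of genes written beforehand. In a list of 7 opioid peptide and receptor genes, 4 rose and 3 fell, with a median log2 fold change of 0.11. Of these genes, 5 passed an FDR of 0.1 with edgeR adjusted over the list alone and 2 adjusted over all genes tested. The list as a whole had a camera FDR of 0.214. Camera, which tests a list as a whole, was run with a preset correlation of 0.01 between genes. None of camera's calls in any comparison held with an estimated correlation or under fry, another list test.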

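Of the dHPC genes labelled in Fig. 3A, *Lrrc8a* (ENSMUSG00000007476; chromosome 2, 30127727 to 30153797) rose from 36.4 ± 1.40 to 51.8 ± 1.63 CPM (SD, n = 3 and 4), with log2 fold change 0.51, standard error 0.06, edgeR FDR 0.0470, 4.07e-11 to 0.258 over the alternatives. It overlaps a gene on the other strand, and the counting of the dHPC libraries did not separate the strands. *Ugt8a* fell from 81.8 ± 4.86 to 53.7 ± 5.58 CPM (SD, n = 3 and 4) and *Clspn* from 3.64 ± 0.240 to 1.64 ± 0.323 CPM (SD, n = 3 and 4), both with an edgeR FDR of 0.0956, and each stayed below 0.1 in only 2 and 1 of the 7 fits with 1 library left out. *Kirrel2* had the largest rise among the edgeR calls, at a log2 fold change of 0.67 (standard error 0.10) and the same FDR, and stayed below 0.1 in 1 of those fits. *Dino* was a call with DESeq2 alone (log2 fold change 1.73, standard error 0.32, edgeR FDR 0.172, 8.47e-05 with DESeq2 to 0.539 over the alternatives).
In vHPC, *C1ql3* (ENSMUSG00000049630; chromosome 2, 13008268 to 13016617) rose from 61.4 ± 3.54 to 123 ± 18.8 CPM (SD, n = 3 and 3), with log2 fold change 1.00, standard error 0.12, edgeR FDR 0.171, 1.10e-08 with DESeq2 to 0.673 over the alternatives, and *Slc24a4* rose with a log2 fold change of 1.13. *Elavl2* (ENSMUSG00000008489; chromosome 4, 91139000 to 91289022) fell from 101 ± 4.73 to 62.3 ± 5.44 CPM (SD, n = 3 and 3), with log2 fold change -0.70, standard error 0.09, edgeR FDR 0.171, 3.19e-06 with DESeq2 to 0.673 over the alternatives. *Ahnak2* fell with a log2 fold change of -2.81.
The vHPC comparison also carried a median log2 fold change of -1.87 in a list of 6 thalamic neuron genes and 1.26 in a list of 6 dentate granule neuron genes. In the dHPC comparison a list of 12 striatal projection neuron genes had a median of -0.95.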

Dorsal hippocampal DEGs were enriched for head development, while upregulated genes in the vHPC were enriched for processes involving dendritic cell chemotaxis and downregulated genes in the vHPC were associated with regulation of protein transport (Fig. 3*B*, Extended Data Fig. 3-2*B,C*). 

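In the DS, *Gpr83* (ENSMUSG00000031932; chromosome 9, 14771506 to 14782085) rose from 57.1 ± 9.41 to 118 ± 16.3 CPM (SD, n = 3 and 3), with log2 fold change 1.05, standard error 0.12, edgeR FDR 0.000300, 1.73e-15 to 0.00218 over the alternatives. *Serpini1* (ENSMUSG00000027834; chromosome 3, 75464854 to 75550802) fell from 127 ± 6.76 to 56.0 ± 5.90 CPM (SD, n = 3 and 3), with log2 fold change -1.19, standard error 0.09, edgeR FDR 6.99e-05, 4.08e-31 to 0.000567 over the alternatives. Both are labelled in Fig. 3A, as is *Rtn4rl2*, the gene with the largest fall among the edgeR calls, which went from 6.59 ± 2.55 to 0.144 ± 0.132 CPM (SD, n = 3 and 3). *Calcr* rose most among them. Its saline libraries had at most 3 counts each, and its ethanol level was at least 5.16-fold higher than 3 counts would give.
Genes of the cortex were lower in the ethanol libraries of this comparison. The median of a list of 9 pallial excitatory neuron genes was taken in each library as a percent of its level in the saline cortex. It averaged 22.3% in the saline DS libraries (19.5 to 25.3%) and 2.81% in the ethanol libraries (1.19 to 5.43%). Of the 759 genes that DESeq2 called lower, 401 (52.8%) have at least 2-fold higher CPM in the cortex than in the DS, against 12.0% of the genes tested.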

In the DS, genes upregulated by acute ethanol exposure were enriched for functions related to cell adhesion and regulation of dopamine metabolism, while downregulated genes were enriched for synaptic processes (e.g., inhibitory synapse assembly, regulation of synaptic vesicle cycle, upregulation of GABAergic synaptic transmission; Fig. 3*B*, Extended Data Fig. 3-2*D*). 

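In the VS, all 8 edgeR calls were falls. *Scube1* (ENSMUSG00000016763; chromosome 15, 83489200 to 83609222) fell from 24.0 ± 9.62 to 3.64 ± 0.513 CPM (SD, n = 3 and 3), with log2 fold change -2.71, standard error 0.31, edgeR FDR 0.0383, 1.27e-14 to 0.592 over the alternatives, and stayed below 0.1 in 2 of the 6 fits with 1 library left out. *Neurod2* had the largest fall, from 22.1 ± 10.4 to 1.76 ± 1.28 CPM (SD, n = 3 and 3), with an edgeR FDR of 0.0983, 0.0188 to 0.592 with 1 library left out, and it also stayed below 0.1 in 2 of the 6. Of the genes labelled in Fig. 3A, *Camk1g* was higher after ethanol and was a call with DESeq2 alone (log2 fold change 0.75, standard error 0.12, edgeR FDR 0.130, 0.000395 with DESeq2 to 0.807 over the alternatives).
Genes of the cortex were lower in the VS ethanol libraries too. The library medians of the 9 pallial excitatory neuron genes averaged 20.8% of the saline cortex level in the saline libraries (13.9 to 26.3%). In the ethanol libraries they averaged 3.18% (0.863 to 6.17%). At least 2-fold higher CPM in the cortex than in the VS was seen for 99 of the 151 genes that DESeq2 called lower (65.6%), against 9.56% of the genes tested.

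**Figure D1:**
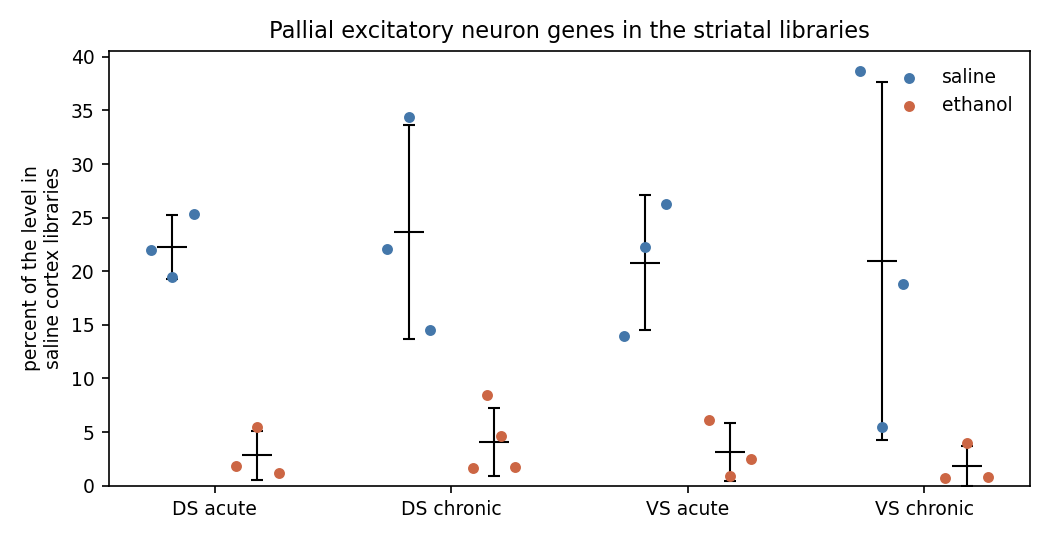
Level of the 9 pallial excitatory neuron genes in each DS and VS library as a percent of their level in the saline cortex (vertical axis), for the saline and ethanol groups of both paradigms. DS chronic saline replicate 2 is drawn from 6 of the genes, since it lacks several chromosomes. Points are single libraries and bars the mean with its SD, and the ethanol means are below the saline means in both regions.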

Genes downregulated in the VS were enriched for processes such as associative learning, axonogenesis, and postsynaptic potential (excitatory and inhibitory; Fig. 3*B*, Extended Data Fig. 3-2*E*).

**Figure 3.**
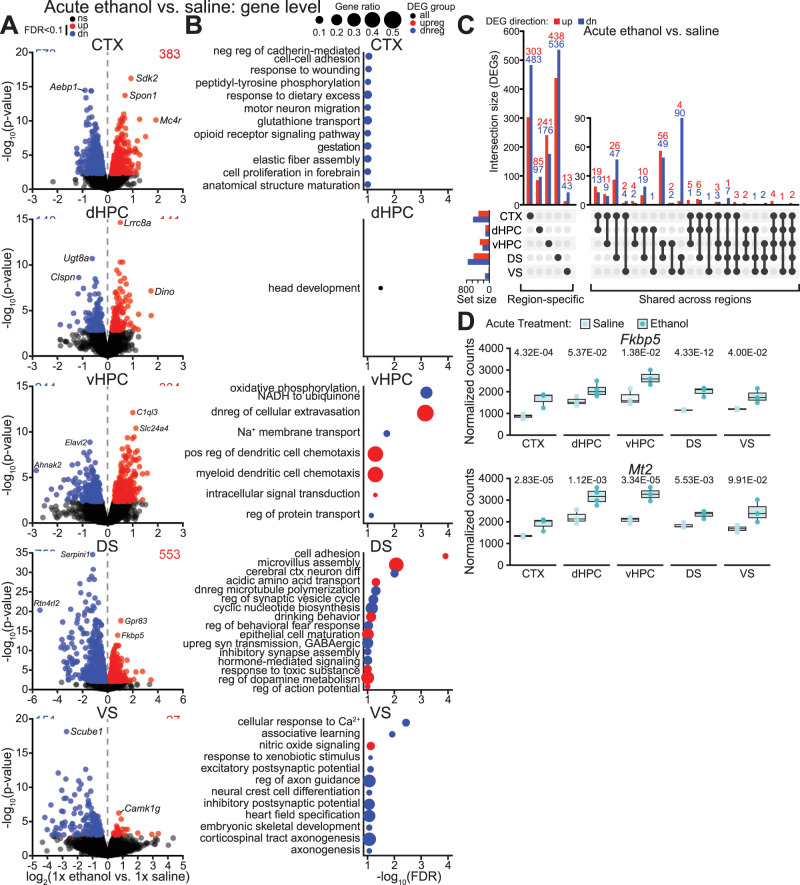
Acute ethanol exposure dysregulates gene expression in a brain region-specific manner. ***A***, Volcano plots of differential gene expression in each region following acute ethanol exposure. ***B***, Dot plots of top significantly enriched biological processes for DEGs in each region following acute ethanol exposure. ***C***, Upset plot showing overlap of DEGs across regions following acute ethanol exposure. ***D***, Normalized gene counts for *Fkbp5* and *Mt2* in each region following acute exposure with FDR from DESeq2 shown. *n* = 3–4 mice per group. Abbreviations: dnreg, downregulation; neg reg, negative regulation; pos reg, positive regulation; reg, regulation; syn, synaptic; upreg, upregulated. See Extended Data Figure 3-1 for gene level differential expression results, Extended Data Figure 3-2 for gene ontology (GO) enrichment results, and Extended Data Figure 3-3 for differential expression of response genes (RGs).

10.1523/ENEURO.0484-25.2026.f3-1 Figure 3-1 **Gene level results from RNA-seq. (A)** Gene level differential expression results for pairwise comparisons (ethanol vs. saline) for each paradigm and paradigm × treatment interaction analysis. **(B)** List of queried response genes (RGs). Supports ***Figures 3 through 6***, ***Extended Data Figure 3-3***, and ***Extended Data Figure 6-2A***. Download Figure 3-1, XLS file.

10.1523/ENEURO.0484-25.2026.f3-2 Figure 3-2 **Gene ontology enrichment for DEGs in response to acute ethanol treatment. (A-E)** Results from GO enrichment analysis for acute ethanol vs. acute saline DEGs in the **(A)** cortex, **(B)** dHPC, **(C)** vHPC, **(D)** DS, and **(E)** VS. For each comparison, GO enrichment results are reported in a direction-specific manner (i.e., for up- or downregulated DEGs); when no significant direction-specific enrichments were detected, results for all DEGs (irrespective of direction) are also reported. For comparisons with >10 significantly enriched biological processes, additional columns are provided for the reduced set of non-redundant terms and the similarity threshold is specified. Supports ***Figure 3B***. Download Figure 3-2, XLS file.

10.1523/ENEURO.0484-25.2026.f3-3 Figure 3-3 **Differential expression of response genes in response to ethanol treatment.** Dot plot of response gene (RG) DEGs for each region following acute or chronic ethanol exposure. n=3-4 mice per group. See ***Extended Data Figure 3-1*** for gene level differential expression results and queried RGs. Download Figure 3-3, TIF file.

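Counting each gene once over the 5 regions, edgeR called 619 genes up and 906 genes down after acute ethanol. These came almost wholly from the cortex and DS, and vHPC added none. DESeq2 called 1242 genes up and 1591 genes down.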

Across all investigated brain regions, acute ethanol induced significant upregulation of 1,241 genes and significant downregulation of 1,591 genes. Most of these were differentially expressed in a brain region-specific manner: 1,080 (87%) upregulated DEGs and 1,335 (84%) downregulated DEGs were significantly affected in only one region following acute ethanol exposure (Fig. 3*C*). 

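With edgeR, 598 upregulated genes (96.6%) and 863 downregulated genes (95.3%) were called in a single region. With DESeq2, these were 1081 (87.0%) and 1335 (83.9%). A gene called in one region and missed in another was not tested for a difference between the regions.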

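Genes that edgeR called in more than 1 region numbered 21 upregulated and 43 downregulated. All 21 of the former and 42 of the latter were called in 2 regions. DESeq2 called 161 upregulated genes in more than 1 region, 134 of them in 2 (83.2%), and 256 downregulated genes, 236 of them in 2 (92.2%).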

Among genes differentially expressed in more than one brain region (161 upregulated and 256 downregulated), most were affected in two regions (83% of upregulated and 92% of downregulated shared genes). Few genes were differentially expressed in three regions (12% of upregulated and 8% of downregulated), and even fewer in four regions (3% of upregulated and no downregulated). 

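No upregulated gene and 1 downregulated gene passed edgeR's test in 3 regions, and none in 4 or 5. With DESeq2, 20 upregulated and 20 downregulated genes were called in 3 regions, 5 upregulated and 0 downregulated in 4, and 2 upregulated in all 5.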

Only two DEGs were shared across all investigated brain regions: *Fkbp5* (FK506 binding protein 5) and *Mt2* (metallothionein 2) were significantly upregulated in each region following acute ethanol exposure (Fig. 3*C*,*D*).

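*Fkbp5* (ENSMUSG00000024222; chromosome 17, 28618068 to 28736498) and *Mt2* (ENSMUSG00000031762; chromosome 8, 94899292 to 94900192) were higher after acute ethanol in every region with edgeR. In the cortex, *Fkbp5* went from 35.8 ± 4.16 to 68.2 ± 14.2 CPM (SD, n = 3 and 3) and *Mt2* from 55.2 ± 2.06 to 78.5 ± 12.2 CPM (SD, n = 3 and 3). In the dHPC, *Fkbp5* went from 67.8 ± 9.11 to 90.7 ± 13.5 CPM (SD, n = 3 and 4) and *Mt2* from 95.9 ± 14.1 to 138 ± 15.8 CPM (SD, n = 3 and 4). In the vHPC, *Fkbp5* went from 72.4 ± 14.6 to 111 ± 14.2 CPM (SD, n = 3 and 3) and *Mt2* from 87.3 ± 6.50 to 137 ± 13.2 CPM (SD, n = 3 and 3). In the DS, *Fkbp5* went from 47.4 ± 0.703 to 82.2 ± 9.54 CPM (SD, n = 3 and 3) and *Mt2* from 75.3 ± 4.69 to 95.6 ± 7.90 CPM (SD, n = 3 and 3). In the VS, *Fkbp5* went from 52.5 ± 1.37 to 78.5 ± 15.1 CPM (SD, n = 3 and 3) and *Mt2* from 73.3 ± 6.45 to 108 ± 23.4 CPM (SD, n = 3 and 3). Their log2 fold changes were 0.93 and 0.51 in the cortex, 0.42 and 0.53 in dHPC, 0.62 and 0.65 in vHPC, 0.80 and 0.35 in the DS and 0.58 and 0.56 in the VS, with standard errors of 0.08 to 0.15. Both genes passed edgeR's test in the cortex (FDR 0.0103 for *Fkbp5* and 0.0284 for *Mt2*) and in the DS (FDR 0.000253 and 0.0321). In dHPC, vHPC and VS the edgeR FDR was 0.370, 0.222 and 0.297 for *Fkbp5* and 0.198, 0.171 and 0.423 for *Mt2*. DESeq2 called both genes in these 3 regions too, with FDRs of 0.0537, 0.0138 and 0.0400 for *Fkbp5* and 0.00112, 3.34e-05 and 0.0991 for *Mt2*. Over the alternatives the FDRs in these regions ran from 3.34e-05 to 0.983, and in the cortex and DS from 4.33e-12 to 0.158. With each library left out in turn, every fold change stayed positive. *Mt2* kept its edgeR call in 3 of 6 such fits in the cortex and 3 of 6 in the DS, and *Fkbp5* in all 6 of both. Both genes have an exon that overlaps a gene on the other strand, which the counting of the cortex and dHPC libraries did not separate.

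**Figure D2:**
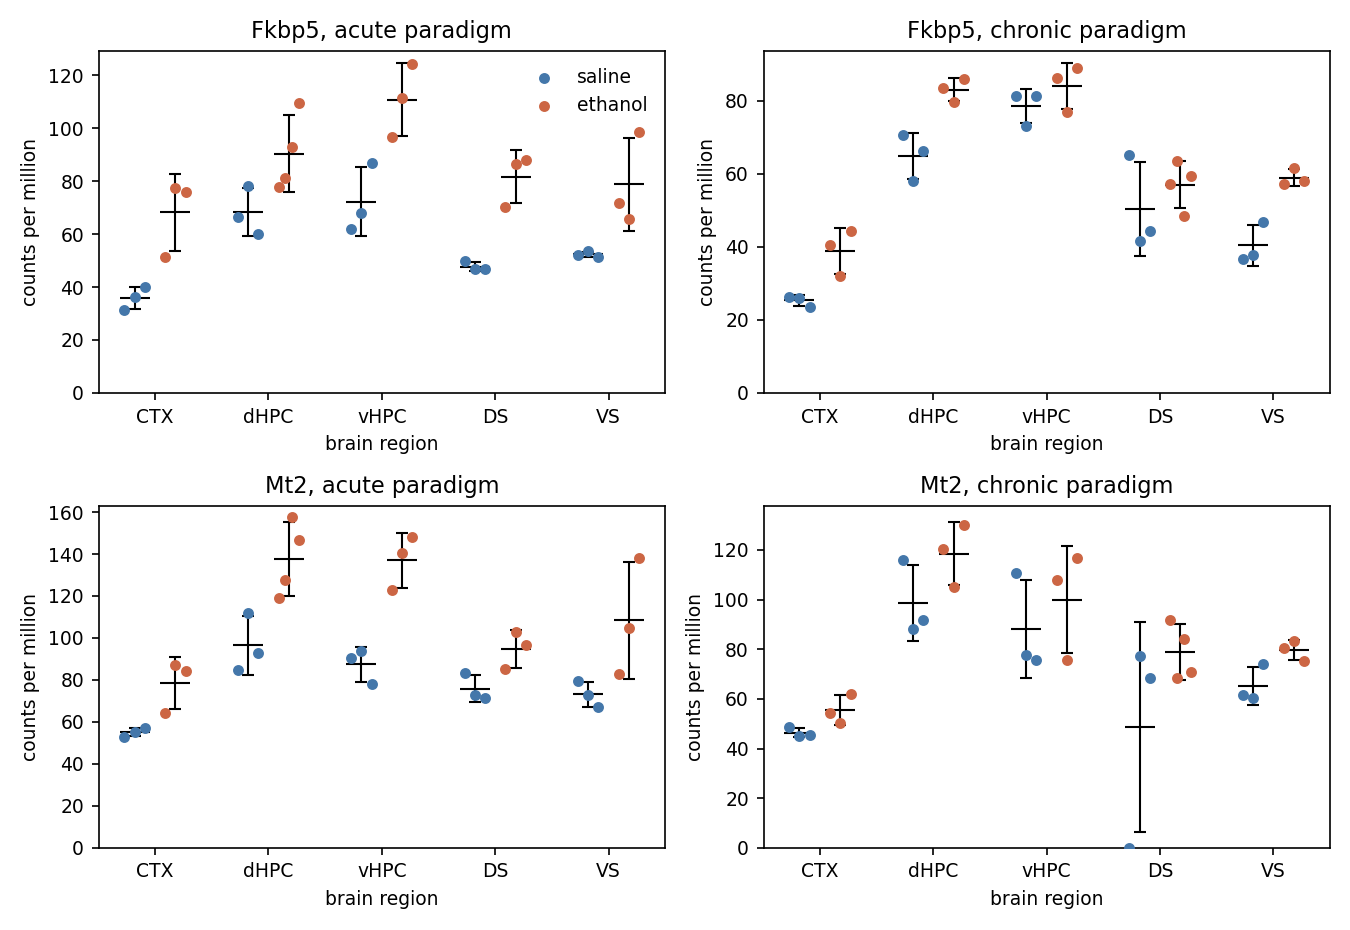
TMM-normalized CPM of *Fkbp5* and *Mt2* (vertical axes) in each library of the 5 regions after saline or ethanol, for the acute and the chronic paradigm. Points are single libraries and bars the mean with its SD; after acute ethanol both means are above saline in every region, and the DS chronic saline library at 0 for *Mt2* is replicate 2, which has no counts on chromosome 8.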

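After chronic ethanol, edgeR called 11 of 19814 genes in vHPC, all of them up, where 1884 had an unadjusted p under 0.05. It called 0 genes in the cortex, dHPC, DS and VS, where 2656 of 25644, 2136 of 25958, 887 of 20078 and 2023 of 20331 genes had an unadjusted p under 0.05. DESeq2 called 156 (28 up, 128 down) in the cortex, 223 (111 up, 112 down) in dHPC, 214 (139 up, 75 down) in vHPC, 205 (93 up, 112 down) in DS and 364 (158 up, 206 down) in VS. Its calls included the 11 edgeR calls of vHPC. Without chronic ethanol replicate 4 edgeR called 360 genes in vHPC, and without chronic saline replicate 5 it called 615 in VS. In the DS, whose chronic saline replicate 2 has no counts on several chromosomes, DESeq2 called 154 genes without that library.

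**Figure D3:**
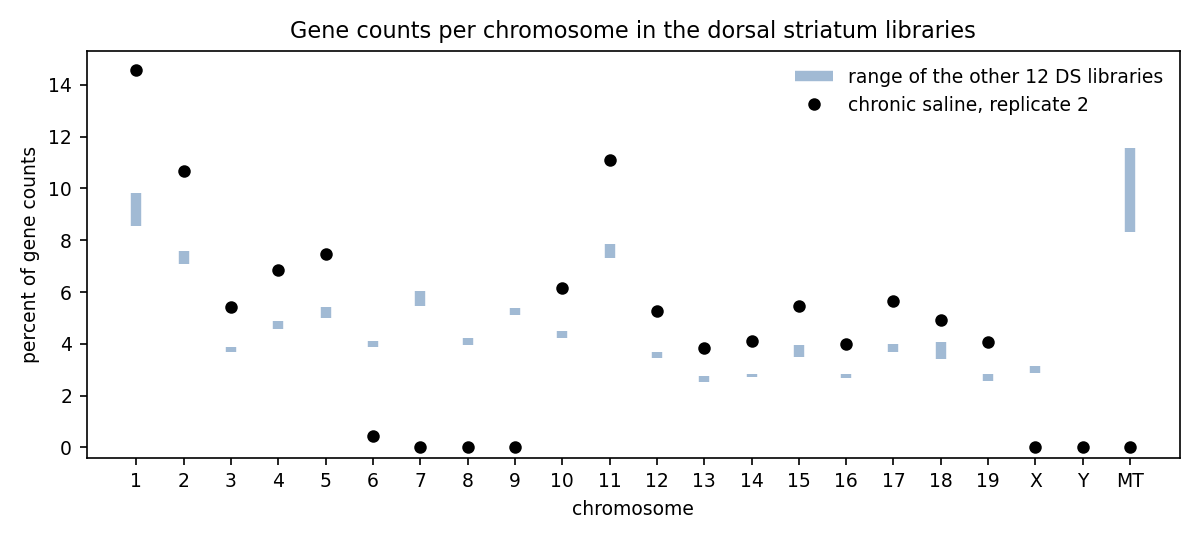
Percent of a library's gene counts on each chromosome (vertical axis) in DS chronic saline replicate 2 and, as a range, in the other 12 DS libraries. Replicate 2 is at 0 on chromosomes 7, 8, 9, X, Y and MT.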

Chronic ethanol exposure induced gene expression changes in each investigated region: There were 155 DEGs in the cortex, 223 in dHPC, 214 in vHPC, 205 in DS, and 363 in VS (Fig. 4*A*; differential expression analysis results in Extended Data Fig. 3-1*A*). In the cortex, genes downregulated by chronic ethanol exposure were related to receptor clustering and regulation of immune system processes (Fig. 4*B*, Extended Data Fig. 4-1*A*). 

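In the cortex after chronic ethanol, the genes labelled in Fig. 4A were higher. *Xlr3b* (ENSMUSG00000073125; chromosome X, 72235813 to 72246536) rose from 0.447 ± 0.392 to 3.65 ± 1.38 CPM (SD, n = 3 and 3), with log2 fold change 3.02, standard error 0.54, edgeR FDR 0.443, 0.0518 with DESeq2 to 0.791 over the alternatives. *Xlr3a* had a log2 fold change of 2.25 and *Chst8* one of 0.64 (standard errors 0.38 and 0.12). *Xlr3a* and *Xlr3b* belong to a family of similar genes on chromosome X, and read pairs that mapped to several of them were counted for each, so their counts are not independent. A list of 10 genes of microglia, the immune cells of the brain, had a median log2 fold change of 0.09 (camera FDR 0.225), and 0 of its genes passed edgeR's FDR of 0.1 adjusted over the list alone and 0 over all genes.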

Downregulated dorsal hippocampal genes were enriched for myelination-related processes, while downregulated ventral hippocampal genes were enriched for synaptic processes and response to morphine (Fig. 4*B*, Extended Data Fig. 4-1*B,C*). 

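In dHPC after chronic ethanol, a list of 16 myelin genes had a median log2 fold change of -0.35 with 16 of 16 genes lower (camera FDR 1.04e-22). With edgeR, 15 of these genes passed an FDR of 0.1 adjusted over the list alone and 0 adjusted over all genes. Without the gene of this list that the paper labels, the camera FDR was 1.21e-21. Over all comparisons, the list's smallest FDR was 0.210 under fry and 0.382 for camera with an estimated correlation. Striatal projection neuron genes were 8.91-fold higher in 1 of the saline libraries of this comparison, replicate 5, than in the median of the other dHPC libraries.
In vHPC, the labelled gene *Shank3* (ENSMUSG00000022623; chromosome 15, 89383826 to 89444464) fell from 388 ± 45.9 to 244 ± 29.7 CPM (SD, n = 3 and 3), with log2 fold change -0.67, standard error 0.12, edgeR FDR 0.155, 0.000260 with DESeq2 to 0.714 over the alternatives. A list of 15 postsynaptic scaffold genes that includes *Shank3* had a median of -0.28, with 13 of 15 lower (camera FDR 2.02e-08), and 13 passed edgeR's FDR of 0.1 adjusted over the list alone and 0 over all genes. The opioid list had a median of 0.64 there (camera FDR 0.293). No list had an FDR below 0.05 there under fry or with an estimated correlation. All 11 vHPC edgeR calls were higher after ethanol, led by *F5* (ENSMUSG00000026579; chromosome 1, 163979407 to 164047846), which went from 1.27 ± 0.947 to 35.8 ± 21.0 CPM (SD, n = 3 and 3), with log2 fold change 4.79, standard error 0.54, edgeR FDR 0.0416, 0.000134 to 0.343 over the alternatives. *Kl*, *Kcne2*, *Tmem72* and *Vat1l*, labelled in Fig. 4A, rose with log2 fold changes of 1.93, 4.01, 4.62 and 1.77, and each kept its call in 2 of the 6 fits with 1 library left out. Genes of the choroid plexus, the tissue that makes cerebrospinal fluid, were higher in vHPC ethanol libraries, with a median log2 fold change of 4.01 over 13 listed genes. *Kl*, *Kcne2* and *Tmem72* are among them.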

Genes downregulated in the DS were enriched for catecholamine secretion and regulation of axon guidance, while genes downregulated in the VS were enriched for associative learning (Fig. 4*B*, Extended Data Fig. 4-1*D,E*).

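In the DS after chronic ethanol, *Kcnn3* (ENSMUSG00000000794; chromosome 3, 89427471 to 89582439) rose, with log2 fold change 0.61, standard error 0.09, edgeR FDR 0.969, 1.35e-09 with DESeq2 to 0.991 over the alternatives. *Nptxr* (ENSMUSG00000022421; chromosome 15, 79670552 to 79688967) fell from 252 ± 44.8 to 109 ± 17.1 CPM (SD, n = 3 and 4), with log2 fold change -1.21, standard error 0.18, edgeR FDR 0.969, 2.22e-07 with DESeq2 to 0.991 over the alternatives. *Gpr22* was lower, with a log2 fold change of -0.92. *Ovol2* and *Tbata* had at most 3 counts in every ethanol library and were at least 5.97-fold and 9.33-fold lower than in saline. None of these genes lies on a chromosome that is incomplete in chronic saline replicate 2. Their edgeR FDRs still came from a fit with that library. Its smallest FDR was 0.969 and its biological coefficient of variation 0.648. On the chromosomes complete in all DS libraries, a test chosen after seeing the data, these were 0.0923 and 0.222, with 8 calls. Of the 112 genes that DESeq2 called lower in the DS, 67.9% have at least 2-fold higher CPM in the cortex than in the DS, against 11.8% of the genes tested.
In the VS, *Neat1* (ENSMUSG00000092274; chromosome 19, 5874736 to 5895985) fell from 82.9 ± 5.74 to 38.1 ± 7.05 CPM (SD, n = 3 and 3), with log2 fold change -1.12, standard error 0.13, edgeR FDR 0.193, 2.47e-09 with DESeq2 to 0.706 over the alternatives, and *Npr3* with a log2 fold change of -2.66. *Ppp2r5b* and *Xlr3b* rose, by 0.66 and 2.47 on the log2 scale. In the VS 41.7% of the 206 lower DESeq2 calls have at least 2-fold higher CPM in the cortex than in the VS, against 9.89% of the genes tested.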

**Figure 4.**
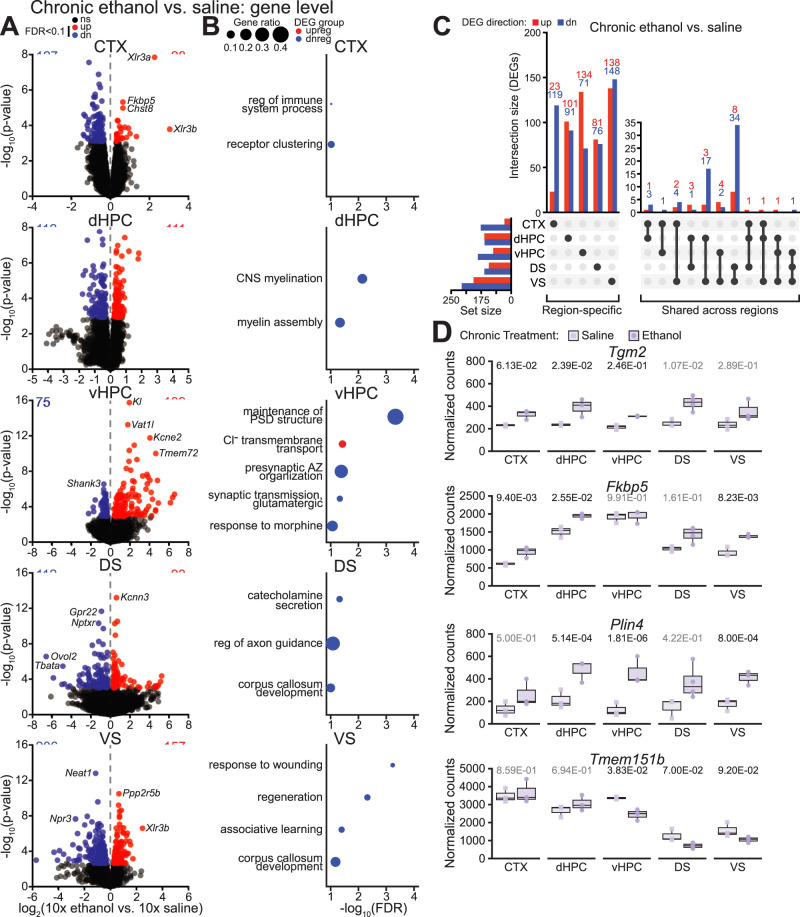
Chronic ethanol exposure dysregulates gene expression in a brain region-specific manner. ***A***, Volcano plots of differential gene expression in each region following chronic ethanol exposure. ***B***, Dot plots of top significantly enriched biological processes for DEGs in each region following chronic ethanol exposure. ***C***, Upset plot showing overlap of DEGs across regions following chronic ethanol exposure. ***D***, Normalized gene counts for *Tgm2*, *Fkbp5*, *Plin4*, and *Tmem151b* in each region following chronic exposure with FDR from DESeq2 shown. *n* = 3–4 mice per group. Abbreviations: AZ, active zone; PSD, postsynaptic density. See Extended Data Figure 3-1 for gene level differential expression results, Extended Data Figure 3-3 for differential expression of response genes (RGs), and Extended Data Figure 4-1 for GO enrichment results.

10.1523/ENEURO.0484-25.2026.f4-1 Figure 4-1 **Gene ontology enrichment for DEGs in response to chronic ethanol treatment. (A-E)** Results from GO enrichment analysis for chronic ethanol vs. acute saline DEGs in the **(A)** cortex, **(B)** dHPC, **(C)** vHPC, **(D)** DS, and **(E)** VS. For each comparison, GO enrichment results are reported in a direction-specific manner (i.e., for up- or downregulated DEGs). For comparisons with >10 significantly enriched biological processes, additional columns are provided for the reduced set of non-redundant terms and the similarity threshold is specified. Supports ***Figure 4B***. Download Figure 4-1, XLS file.

Overall, there were fewer DEGs following chronic ethanol exposure compared with acute ethanol exposure. 

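EdgeR, fitted to each comparison alone, called more genes after acute than after chronic ethanol in the cortex, dHPC, DS and VS, and fewer in vHPC. With no low-count filter this order stayed in the cortex, dHPC, vHPC and DS and reversed in VS (536 acute, 569 chronic). Calls without that filter rest less on each gene's own spread. DESeq2 called more after acute ethanol in the cortex, dHPC, vHPC and DS, and fewer in VS. Before adjustment, the acute comparison had more genes with a p under 0.05 than the chronic one in the cortex, vHPC and DS with edgeR, and fewer in dHPC and VS. With all 4 groups of a region in one fit, this order reversed in the cortex (1911 acute, 4019 chronic) and DS (1300 acute, 1583 chronic). The order stayed in dHPC, vHPC and VS, and the DS fit includes the incomplete chronic saline replicate 2. EdgeR calls in these fits were 0 acute and 62 chronic in the cortex, 0 and 8 in DS, and 0 and 1 in VS. In dHPC they were 5 and 0, and in vHPC 0 and 0.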

Across all investigated regions, chronic ethanol induced significant upregulation of 501 genes and downregulation of 568 genes. 

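Counted once over the 5 regions, the edgeR calls after chronic ethanol were 11 genes up and 0 down, against 1550, 1234, 871, 427 and 1110 lower genes with an unadjusted p under 0.05 in the cortex, dHPC, vHPC, DS and VS, where higher ones numbered 1106, 902, 1013, 460 and 913. With the GC and length trend removed, such lower genes numbered 1185, 962, 1065, 1011 and 902, and higher ones 2206, 1271, 788, 56 and 1443, so that the direction with more such genes reversed in each region. The DS counts include chronic saline replicate 2, which lacks several chromosomes, and on the chromosomes complete in all DS libraries, without the trend removed, 573 genes were higher and 576 lower. DESeq2 called 502 up and 569 down.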

As in the case of acute exposure, most of these DEGs were specific to one brain region: 477 (95%) upregulated DEGs and 505 (90%) downregulated DEGs were significantly affected in only one region (Fig. 4*C*). 

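All 11 edgeR calls belong to vHPC. With DESeq2, 478 upregulated genes (95.2%) and 506 downregulated genes (88.9%) were called in a single region.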

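No gene passed edgeR's test in more than 1 region after chronic ethanol. With DESeq2, 24 upregulated genes were called in more than 1 region, 21 of them in 2 (87.5%) and 3 in 3. Of 63 such downregulated genes, 62 were called in 2 regions (98.4%) and 1 in 3.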

Among genes differentially expressed in more than one region (24 upregulated and 63 downregulated) following chronic ethanol exposure, most were affected in two regions (88% of upregulated and 98% of downregulated shared genes) with the remaining four genes differentially expressed in three regions. Specifically, *Tgm2* (transglutaminase 1, C polypeptide) was upregulated in the cortex, dHPC, and DS; *Fkbp5* was upregulated in the cortex, dHPC, and VS; *Plin4* (perilipin 4) was upregulated in the dHPC, vHPC, and VS; and *Tmem151b* (transmembrane protein 151B) was downregulated in the vHPC, DS, and VS (Fig. 4*D*). 

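*Tgm2* (ENSMUSG00000037820; chromosome 2, 157958322 to 157988356) had log2 fold changes of 0.52 in the cortex, 0.73 in dHPC and 0.76 in the DS (edgeR FDR 0.443 to 0.969, 0.00239 to 0.0613 with DESeq2, and 0.00239 to 0.991 over the alternatives). In the cortex it went from 9.45 ± 0.395 to 13.6 ± 1.61 CPM (SD, n = 3 and 3). Its log2 fold change was 0.54 in vHPC and 0.60 in the VS, where neither test called it. *Fkbp5* had log2 fold changes of 0.64 in the cortex, 0.37 in dHPC and 0.57 in the VS (edgeR FDR 0.238 to 0.566, 0.00823 to 0.0255 with DESeq2, and 0.00823 to 0.977 over the alternatives). In the dHPC it went from 64.6 ± 6.84 to 83.5 ± 3.10 CPM (SD, n = 3 and 3). Its log2 fold change was 0.03 in vHPC and 0.44 in the DS, where neither test called it. *Plin4* (ENSMUSG00000002831; chromosome 17, 56407591 to 56416803) had log2 fold changes of 1.18 in dHPC, 1.89 in vHPC and 1.22 in the VS (edgeR FDR 0.128 to 0.566, 1.81e-06 to 0.000800 with DESeq2, and 1.81e-06 to 0.977 over the alternatives). In the dHPC it went from 9.07 ± 3.45 to 20.5 ± 4.14 CPM (SD, n = 3 and 3). Its log2 fold change was 1.00 in the cortex and 1.30 in the DS, where neither test called it. *Tmem151b* (ENSMUSG00000096847; chromosome 17, 45852878 to 45860603) had log2 fold changes of -0.45 in vHPC, -0.86 in the DS and -0.59 in the VS (edgeR FDR 0.273 to 0.969, 0.0383 to 0.0920 with DESeq2, and 0.0383 to 0.991 over the alternatives). In the vHPC it went from 141 ± 1.81 to 103 ± 13.4 CPM (SD, n = 3 and 3). Its log2 fold change was 0.09 in the cortex and 0.20 in dHPC, where neither test called it. Standard errors over these 20 values ran from 0.08 to 0.57. All 4 genes overlap a gene on the other strand, which the counting did not separate in the cortex and dHPC.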

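*Tgm2* and *Plin4* were higher in all 5 regions after chronic ethanol, and each was a DESeq2 call in 3 of them and an edgeR call in none. *Fkbp5* was higher in all 5 regions too, with its smallest change in vHPC (standard error 0.11, edgeR FDR 0.949, 0.908 to 0.998 over the alternatives).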

No DEGs were shared among four or all five regions following chronic ethanol exposure.

Taken together, these findings indicate stark regional specificity of gene expression changes in the brain in response to ethanol exposure for both acute and chronic exposure paradigms. 

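Across genes, the log2 fold changes of the acute and the chronic comparison were related with a Spearman's rho of 0.10 in the cortex, 0.20 in dHPC, -0.03 in vHPC, 0.24 in DS and 0.20 in VS, where genes are not independent replicates. From the small overlap of the DEGs between regions, the paper concludes that gene expression responds to ethanol with regional specificity in both paradigms.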

Further, acute ethanol exposure resulted in more robust gene expression dysregulation compared with chronic ethanol exposure. 

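A list of 40 activity response genes, written before the data were examined and not the paper's own list, was lower after acute ethanol in the cortex, DS and VS. Its median log2 fold change was -0.44 in the cortex, -0.38 in DS and -0.62 in VS (camera FDRs 1.33e-21, 1.80e-06 and 1.34e-21). Over all comparisons, the list's smallest FDR was 0.287 under fry and 0.405 for camera with an estimated correlation. With edgeR, 27, 16 and 20 of its genes passed an FDR of 0.1 adjusted over the list alone in these 3 regions, and 15, 8 and 1 adjusted over all genes. In dHPC and vHPC the median was 0.07 and 0.11. After chronic ethanol the medians ran from -0.10 to 0.15, and between 0 and 3 genes passed adjusted over the list alone. The interaction of paradigm and treatment had a median of 0.50 in the cortex, 0.33 in DS and 0.38 in VS (camera FDRs 1.07e-06, 0.412 and 1.07e-06).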

Notably, transient acute exposure-induced expression changes involved response genes (RGs), which were far less dysregulated after chronic ethanol exposure (Extended Data Fig. 3-3). RGs orchestrate activity-dependent plasticity and are a key component of drug-induced transcriptional changes (recently reviewed in Brida and Day, 2025).

### Ethanol-induced dysregulation of transcript expression and alternative splicing are brain region specific

Recent evidence highlights a critical connection between chronic alcohol consumption and aberrant alternative splicing (AS) in the brain (Van Booven et al., 2021; Carvalho and Lasek, 2024; Bhatnagar and Heller, 2025). However, few studies have examined AS in the context of acute ethanol exposure. To this end, we performed transcript isoform-level differential expression analyses and replicate Multivariate Analysis of Transcript Splicing (rMATS; Shen et al., 2014).

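For the transcript level, the authors counted read pairs on the exons of each of 218795 annotated isoforms with the same featureCounts settings and deposited these counts without normalization. A pair on an exon that several isoforms share was counted for each of them, so the totals of 25822937 to 221644434 counts per library exceed the number of pairs, and isoforms of 1 gene are not independent measurements. The isoform counts were put through the same edgeR test and low-count filter as the gene counts.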

Acute ethanol exposure dysregulated transcript isoform expression throughout the brain: There were 2,914 differentially expressed transcripts (DETs) in the cortex, 936 in dHPC, 3,965 in vHPC, 1,775 in DS, and 756 in VS (Fig. 5*A*, Extended Data Fig. 5-2*A*; differential expression analysis results in Extended Data Fig. 5-1). 

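After acute ethanol, edgeR called 1611 of 129926 isoforms in the cortex (643 up, 968 down), 2 of 132914 in dHPC, 3908 of 108989 in DS (1390 up, 2518 down) and 249 of 106721 in VS (57 up, 192 down). It called 0 of 107301 isoforms in vHPC, where 11761 had an unadjusted p under 0.05. DESeq2 called 2914 (1255 up, 1659 down) in the cortex, 936 (557 up, 379 down) in dHPC, 1775 (1045 up, 730 down) in vHPC, 3965 (1399 up, 2566 down) in DS and 756 (155 up, 601 down) in VS. The paper's text has the same counts with vHPC and DS exchanged. With no low-count filter edgeR called 1045 isoforms in dHPC, 1045 in vHPC and 2222 in VS, and with all 4 groups of a region in one fit 14 in the cortex and 0 in DS, where the fit includes the incomplete chronic saline replicate 2 and 5750 had an unadjusted p under 0.05. With 1 library left out, edgeR called 260 isoforms in the cortex without acute ethanol replicate 4, 1241 in vHPC without acute saline replicate 6 and 1531 in VS without acute ethanol replicate 2. Genes of the cortex were lower in the DS and VS ethanol libraries, as the gene counts show.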

Across these regions, acute ethanol exposure resulted in significant upregulation of 3,938 transcript isoforms and significant downregulation of 5,113 isoforms (Fig. 5*A*). 

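Counted once over the regions, edgeR called 2020 isoforms up and 3431 down after acute ethanol, and DESeq2 called 3938 up and 5113 down.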

Similar to gene level findings, the majority of DETs were specific to one region (90% of upregulated and 85% of downregulated; Fig. 5*A*). 

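With edgeR, 1948 upregulated isoforms (96.4%) and 3204 downregulated isoforms (93.4%) were called in a single region. DESeq2 called 3547 (90.1%) and 4344 (85.0%) in a single region.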

Among DETs observed in more than one region following acute ethanol exposure (391 upregulated and 769 downregulated), most were differentially expressed in two regions (85% of upregulated and 93% of downregulated). 

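EdgeR called 72 upregulated and 227 downregulated isoforms in more than 1 region, 72 and 207 of them in 2. DESeq2 called 391 and 769 in more than 1 region, of which 331 (84.7%) and 716 (93.1%) were called in 2.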

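*Fkbp5* has 14 annotated isoforms. After acute ethanol edgeR called 11 of them up in the cortex and 11 up in the DS, the same 11 in both, and 0 in dHPC, vHPC and VS, where 11, 11 and 11 had an unadjusted p under 0.05. DESeq2 called 7 of them up in all 5 regions: *Fkbp5-201*, *-202*, *-203*, *-207*, *-208*, *-211* and *-213*. For *Fkbp5-201* the log2 fold change was 0.93 in the cortex, 0.41 in dHPC, 0.58 in vHPC, 0.79 in DS and 0.57 in VS, with standard errors of 0.09 to 0.14. Because isoforms share exons, a read pair counts for several of the 7.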

The seven upregulated DETs shared across all five regions were all encoded by *Fkbp5*, which was one of only two DEGs upregulated in each region (Fig. 3*D*). Further underlining the robust impact of acute ethanol exposure on this gene, other *Fkbp5* isoforms were differentially expressed in multiple but not all regions in response to acute ethanol exposure. Specifically, *Fkbp5-205* was upregulated in cortex, dHPC, and DS; *Fkbp5-209* was upregulated in cortex and dHPC; *Fkbp5-210* was upregulated in each region except dHPC; and *Fkbp5-212* was upregulated in each except VS. These regional differences in specific *Fkbp5* isoforms affected further highlight the regional specificity of transcript-level changes.

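Each of these isoforms passed edgeR's test in the cortex and DS and in no other region. Its log2 fold changes were, for *Fkbp5-205*, 0.88 in cortex, 0.43 in dHPC, 0.54 in vHPC, 0.67 in DS, 0.66 in VS; for *Fkbp5-209*, 0.80 in cortex, 0.52 in dHPC, 0.70 in vHPC, 0.66 in DS, 0.67 in VS; for *Fkbp5-210*, 1.00 in cortex, 0.45 in dHPC, 0.64 in vHPC, 0.95 in DS, 0.69 in VS; and for *Fkbp5-212*, 0.81 in cortex, 0.52 in dHPC, 0.81 in vHPC, 0.70 in DS, 0.73 in VS. DESeq2 called *Fkbp5-205* in the cortex, dHPC and DS, *-209* in the cortex and dHPC, *-210* in all regions but dHPC, and *-212* in all but VS. The isoforms *-204*, *-206* and *-214* were called by neither test in any region. Whether an isoform differed between regions was not tested.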

**Figure 5.**
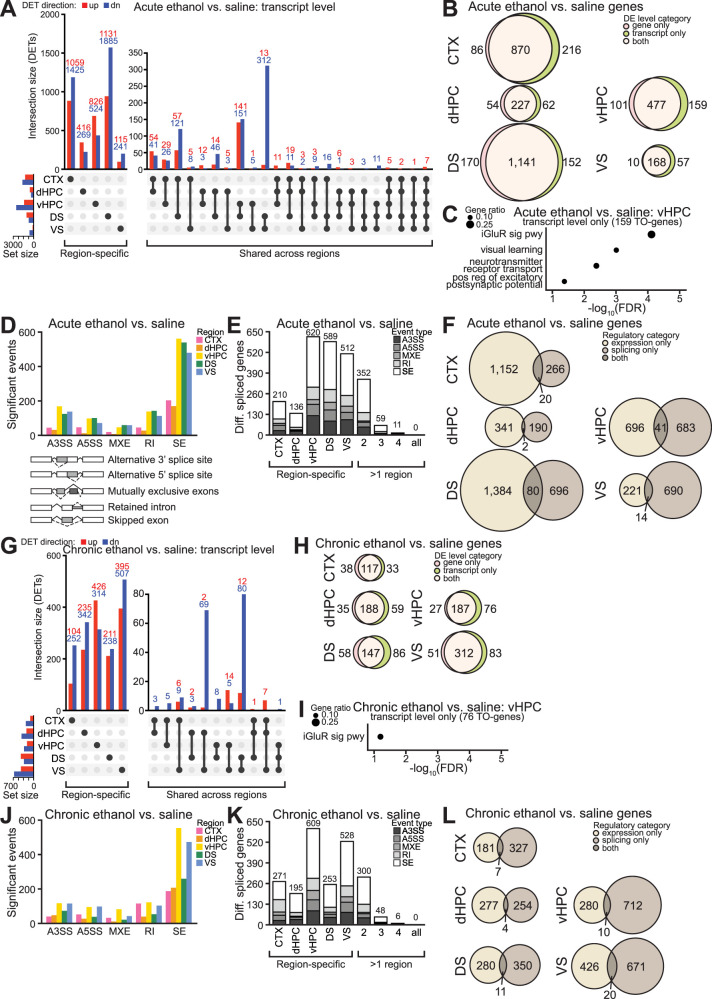
Ethanol perturbs transcript expression and alternative splicing in a brain region-specific manner. ***A***, Upset plot showing overlap of DETs across regions following acute ethanol exposure (see Extended Data Fig. 5-2*A* for per-region volcano plots). ***B***, Venn diagrams showing overlap of genes with DE at gene and transcript levels following acute ethanol exposure. ***C***, Dot plot of significantly enriched biological processes for genes in the vHPC showing transcript level-only DE (TO-genes) following acute ethanol exposure. ***D***, Quantity of alternative splicing events (ASEs) significantly differing in each region for acute ethanol versus saline, with diagram below depicting ASE types detected by rMATS. ***E***, Quantity and region specificity of differentially spliced genes (DSGs) for each ASE type following acute ethanol exposure. ***F***, Venn diagrams showing overlap of DSGs and genes showing DE (either or both levels) following acute ethanol exposure. ***G***, Upset plot showing overlap of DETs across regions following chronic ethanol exposure (see Extended Data Fig. 5-2B for per-region volcano plots). ***H***, Venn diagrams showing overlap of genes showing DE at gene and transcript levels following chronic ethanol exposure. ***I***, Dot plot of significantly enriched biological processes for TO-genes in the vHPC following chronic ethanol exposure. ***J***, Quantity of ASEs significantly differing in each region for chronic ethanol versus saline. ***K***, Quantity and region specificity of DSGs for each ASE type following chronic ethanol exposure. ***L***, Venn diagrams showing overlap of DSGs and genes showing DE (either or both levels) following chronic ethanol exposure. *n* = 3–4 mice per group. Abbreviations: A3SS, alternative 3′ splice site; A5SS, alternative 5′ splice site; DE, differential expression; diff., differentially; MXE, mutually exclusive exons; RI, retained intron; SE, skipped exon. See Extended Data Figure 5-1 for transcript level differential expression results, Extended Data Figure 5-2C for a significant A3SS event of *Stat3* exon 23 in the vHPC in response to chronic ethanol treatment, Extended Data Figure 5-3 for GO enrichment results, and Extended Data Figure 5-4 for alternative splicing results.

10.1523/ENEURO.0484-25.2026.f5-1 Figure 5-1 **Transcript level results from RNA-seq.** Transcript level differential expression results for pairwise comparisons (ethanol vs. saline) for each paradigm and paradigm × treatment interaction analysis. Supports ***Figures 5 and 6***, ***Extended Data Figure 5-2***, and ***Extended Data Figure 6-2B,C***. Download Figure 5-1, ZIP file.

10.1523/ENEURO.0484-25.2026.f5-2 Figure 5-2 **Transcript isoform expression and alternative splicing are dysregulated in the brain following ethanol treatment. (A-B)** Volcano plots of differential transcript expression in each brain region in response to **(A)** acute ethanol exposure and **(B)** chronic ethanol exposure. **(C)** Sashimi plot generated using rmats2sashimiplot showing a significant alternative 3' splice site (A3SS) event of *Stat3* exon 23 in the vHPC in response to chronic ethanol exposure. Genomic coordinates span *Stat3* exon 23 and the alternative 3' splice junctions corresponding to the full-length (α) and truncated (β) forms. Normalized read coverage (RPKM) is shown for each treatment group. Curved arcs represent splice junctions, with overlaid numbers denoting the average number of reads supporting the junction per sample within the group. n=3-4 mice per group. Abbreviations: ΔPSI, change in percent spliced in; RPKM, reads per kilobase million. Supports ***Figure 5***. See ***Extended Data Figure 5-1*** for transcript level differential expression results and ***Extended Data Figure 5-4*** for alternative splicing results. Download Figure 5-2, TIF file.

10.1523/ENEURO.0484-25.2026.f5-3 Figure 5-3 **Gene ontology enrichment for TO-genes. (A-C)** Results from GO enrichment analysis for acute ethanol vs. acute saline genes encoding DETs but not identified as DEGs (i.e., transcript level only genes, or TO-genes) in the **(A)** cortex, **(B)** vHPC, and **(C)** DS. **(D-F)** GO enrichment analysis results for chronic ethanol vs. chronic saline TO-genes in the **(D)** vHPC, **(E)** DS, and **(F)** VS. GO enrichment analyses of TO-genes were done in a non-direction-specific manner and were only done for comparisons with ≥75 TO-genes. Supports ***Figure 5***. Download Figure 5-3, XLS file.

10.1523/ENEURO.0484-25.2026.f5-4 Figure 5-4 **Results from alternative splicing analysis using rMATS. (A)** Alternative 3' splice site (A3SS) event results. **(B)** Alternative 5' splice site (A5SS) event results. **(C)** Mutually exclusive exons (MXE) event results. **(D)** Retained intron (RI) event results. **(E)** Skipped exon (SE) event results. Supports ***Figures 5 and 6*** and ***Extended Data Figure 5-2***. Download Figure 5-4, XLS file.

Differences between DEGs and genes encoding DETs may arise when individual transcript isoforms change in abundance but not in a manner that affects total gene expression, and functionally relevant isoform-specific changes can occur even when total gene expression does not differ. 

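With edgeR, 1339 of 1611 acute DETs (83.1%) belonged to a DEG of the same comparison in the cortex, 87.5% in DS and 14.9% in VS. Both dHPC DETs belonged to a DEG, and vHPC had no DETs. With DESeq2 the shares were 87.5% in the cortex, 74.3% in dHPC, 79.0% in vHPC, 93.3% in DS and 87.0% in VS.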

In each region, the majority of acute ethanol-induced DETs were encoded by a gene that was identified as a DEG for the respective comparison (i.e., there was differential expression at both the gene and transcript isoform levels; Fig. 5*B*). However, up to a quarter of affected genes were affected only at the transcript level (transcript level only genes, or TO-genes) in each brain region. 

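EdgeR gave 155 TO-genes among 670 affected genes in the cortex (23.1%), 292 of 1348 in DS (21.7%), 67 of 75 in VS (89.3%), 0 of 11 in dHPC and none in vHPC. DESeq2 gave 217 (18.5%) in the cortex, 62 (18.1%) in dHPC, 159 (21.6%) in vHPC, 152 (10.4%) in DS and 57 (24.3%) in VS. A gene that misses an FDR of 0.1 is not shown to be unchanged. Counting only genes with a gene-level edgeR FDR of at least 0.2 left 59 TO-genes in the cortex, 85 in DS and 15 in VS.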

We next performed GO enrichment analysis to query biological processes associated with TO-genes. Interestingly, the only brain region with significantly enriched biological processes linked to TO-genes was the vHPC (Extended Data Fig. 5-3*A–C*), with enriched processes including ionotropic glutamate receptor (iGluR) signaling pathway, visual learning, neurotransmitter receptor transport, and positive regulation of excitatory postsynaptic potential (Fig. 5*C*, Extended Data Fig. 5-3*B*).

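A list of 18 ionotropic glutamate receptor genes, tested at the gene level in vHPC after acute ethanol, had a median log2 fold change of 0.08, with 10 higher and 8 lower (camera FDR 0.553). With edgeR, 4 of them passed an FDR of 0.1 adjusted over the list alone and 0 adjusted over all genes. EdgeR gave no vHPC TO-genes, so that no set of them was examined for enrichment.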

AS analysis using rMATS revealed differential splicing following acute ethanol exposure was most prominent in the vHPC, subsequently followed by the DS, VS, cortex, and then dHPC (Fig. 5*D*; splicing analysis results in Extended Data Fig. 5-4). In each region, exon skipping was the most frequently observed differential AS event (ASE) type in response to acute ethanol exposure. Regardless of ASE type, the majority of differentially spliced genes (DSGs) in response to acute ethanol exposure were specific to one brain region (Fig. 5*E*), underscoring the regional specificity of transcriptomic changes elicited by acute ethanol treatment. Additionally, there was minimal overlap between DSGs and genes with expression changes: For each region, <4% of affected genes showed changes in both expression and splicing (Fig. 5*F*), suggesting acute ethanol exposure disrupts independent regulatory pathways of expression and AS.

As expected, chronic ethanol exposure also perturbed transcript expression in the brain: There were 387 DETs in the cortex, 664 in dHPC, 556 in vHPC, 773 in DS, and 1,107 in VS (Fig. 5*G*, Extended Data Fig. 5-1*B*; differential expression results in Extended Data Fig. 5-1). 

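After chronic ethanol, edgeR called 43 isoforms in vHPC (43 up, 0 down) and 9 in VS (1 up, 8 down). It called 0 in the cortex, dHPC and DS, where 12621 of 128747, 9494 of 131317 and 4333 of 108412 had an unadjusted p under 0.05. DESeq2 called 387 (118 up, 269 down) in the cortex, 664 (247 up, 417 down) in dHPC, 773 (440 up, 333 down) in vHPC, 556 (226 up, 330 down) in DS and 1107 (436 up, 671 down) in VS. The paper's text has these counts with vHPC and DS exchanged, as after acute ethanol. With 1 library left out, edgeR called up to 1735 in vHPC (without chronic ethanol replicate 4) and up to 2887 in VS (without chronic saline replicate 5). On the chromosomes that are complete in every DS library, DESeq2 called 442 isoforms in DS.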

Similar to gene level findings, the overall impact of chronic ethanol exposure was also lesser compared with acute exposure at the transcript level. 

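By region, edgeR called more isoforms after acute than after chronic ethanol in the cortex, dHPC, DS and VS, and fewer in vHPC. With all 4 groups of a region in one fit, it called 14 after acute and 84 after chronic ethanol in the cortex. These counts were 2 and 0 in dHPC, 131 and 106 in VS, and 0 and 0 in vHPC and DS. With no low-count filter VS had 2222 and 2509. DESeq2 called more after acute ethanol in the cortex, dHPC, vHPC and DS, and fewer in VS.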

Across all regions, chronic ethanol exposure induced significant upregulation of 1,415 transcript isoforms and significant downregulation of 1,826 transcript isoforms (Fig. 5*G*). 

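EdgeR called 44 isoforms up and 8 down over all regions after chronic ethanol, and DESeq2 called 1415 up and 1836 down.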

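Every isoform that edgeR called after chronic ethanol was called in a single region. With DESeq2, 1371 of the upregulated isoforms (96.9%) and 1653 of the downregulated (90.0%) were called in 1 region. A DEG of the same comparison encoded 72.1% of the edgeR DETs in vHPC and 0 of the 9 in VS. With DESeq2 the shares were 72.9% in the cortex, 85.2% in dHPC, 77.7% in vHPC, 70.0% in DS and 86.5% in VS.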

The majority of these DETs were region specific (97% of upregulated and 90% of downregulated, Fig. 5*G*) and predominantly encoded by genes identified as DEGs in response to chronic ethanol exposure (Fig. 5*H*). Again, the vHPC was the only brain region with significantly enriched biological processes associated with TO-genes (Extended Data Fig. 5-3*E–G*), specifically iGluR signaling (Fig. 5*I*, Extended Data Fig. 5-3*D*).

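EdgeR gave 6 TO-genes in vHPC after chronic ethanol (35.3% of 17 affected genes) and 2 in VS. DESeq2 gave 33 in the cortex, 59 in dHPC, 76 in vHPC (26.2%), 86 in DS and 83 in VS. At the gene level, the 17 ionotropic glutamate receptor genes tested in vHPC had a median log2 fold change of -0.05 after chronic ethanol (6 higher, 11 lower; camera FDR 0.0100). Of these, 5 passed edgeR's FDR of 0.1 adjusted over the list alone and 0 over all genes.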

In response to chronic ethanol exposure, differential AS was most prominent in the vHPC, subsequently followed by the VS, DS, cortex, and then dHPC (Fig. 5*J*; splicing analysis results in Extended Data Fig. 5-4). The most frequently observed ASE type following chronic ethanol exposure was exon skipping (Fig. 5*J*), and there was substantial regional specificity of DSGs regardless of event type (Fig. 5*K*), similar to differential AS driven by acute ethanol exposure. DSGs and genes with expression changes minimally overlapped, with <2% of affected genes showing changes in both expression and splicing (Fig. 5*L*), indicating chronic ethanol exposure disrupts independent transcriptional regulatory pathways. For example, chronic ethanol treatment significantly decreased the inclusion of an alternative 3′ splice site (A3SS) event at exon 23 of the transcription factor *Stat3* (signal transducer and activator of transcription 3) in the vHPC (Extended Data Fig. 5-2*C*) but did not significantly affect the expression of this gene or any of its isoforms.

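*Stat3* (ENSMUSG00000004040; chromosome 11, 100775924 to 100830230) went from 39.9 ± 6.46 to 42.2 ± 4.54 CPM (SD, n = 3 and 3) in vHPC after chronic ethanol, with log2 fold change 0.08, standard error 0.14, edgeR FDR 0.885, 0.637 to 0.991 over the alternatives. With each library left out in turn, its log2 fold change ran from -0.03 to 0.21. EdgeR called 0 of its 14 tested isoforms, and 0 had an unadjusted p under 0.05. DESeq2 called 0. The splicing events themselves are not part of the counts and were not examined.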

Dysregulation of transcript expression and AS were more prominent in response to acute ethanol exposure compared with chronic exposure, aligning with our gene level findings. Transcript level and AS analyses further underlined the brain region-specific nature of ethanol-induced molecular changes. Additionally, these results identified the vHPC as particularly susceptible to transcript-level disruptions by ethanol, evidenced by prominent differential splicing as well as transcript level-specific changes linked to altered excitatory neurotransmission.

### Paradigm-dependent transcriptomic effects of ethanol vary across brain regions

To investigate how acute and chronic ethanol exposure differentially influences gene expression in the brain, we performed paradigm × treatment interaction analysis for each region. 

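For each region, edgeR's quasi-likelihood test was applied to the interaction term of paradigm and treatment on the region's 4 groups (12 or 13 libraries). A positive coefficient (Group A) means that the change from saline to ethanol was higher after chronic than after acute exposure, and a negative one (Group B) that it was lower. EdgeR called no gene. An unadjusted p under 0.05 was found for 2174 of 26540 genes in the cortex, 1202 of 26850 in dHPC, 2381 of 20618 in vHPC, 481 of 21120 in DS and 965 of 20901 in VS. On simulated counts with the vHPC design, the same test recovered 73% of 200 genes changed by 1.5 on the log2 scale. Smaller changes were not simulated and the simulated spread was set by hand, so the recovery of smaller changes is unknown. Before each library's GC and length trend was removed, the 352 DESeq2 calls lost by this had a median absolute coefficient of 0.59.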

Significant interaction genes primarily fell into two categories, both of which exhibited opposite expression effects between paradigms in response to ethanol: “Group A” genes were generally downregulated by acute but upregulated by chronic ethanol exposure, while “Group B” genes tended to be upregulated by acute but downregulated by chronic ethanol exposure (Fig. 6*A*; interaction analysis results in Extended Data Fig. 3-1*A*). 

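Among the vHPC genes that DESeq2 called, 135 of 136 Group A genes were lower after acute ethanol and 134 were higher after chronic ethanol. Of 281 Group B genes, 4 were lower after acute and 4 higher after chronic ethanol. The signs were opposite for 97.4% of the called genes and for 51.9% of all genes tested. An interaction term selects genes whose changes differ between the paradigms. In regroupings of the same libraries with at least 10 calls, the median share of calls with opposite signs was 100%.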

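Outside vHPC, DESeq2 called 21 genes in the cortex (6 Group A, 15 Group B), 2 in dHPC, 3 in DS and 4 in VS. Of the genes labelled in Fig. 6A, *Neat1* (ENSMUSG00000092274; chromosome 19, 5874736 to 5895985) in VS went from 45.9 ± 5.51 to 49.6 ± 4.67 CPM after acute ethanol (SD, n = 3 and 3) and from 83.4 ± 5.69 to 38.4 ± 7.12 CPM after chronic ethanol (SD, n = 3 and 3), with an interaction coefficient of -1.23 on the log2 scale (standard error 0.19, edgeR FDR 0.298, 6.43e-05 with DESeq2 to 1.00 over the alternatives). In the cortex the coefficients were 3.44 for *Xlr3c*, 2.31 for *Xlr3a*, -2.17 for *Gm42735* and -2.10 for *Gm38057*. They were -1.34 for *Col6a2* in dHPC, 0.59, 1.46 and -0.46 for *Grm4*, *Gm13991* and *Smc6* in DS, and -1.25, -1.32 and -1.62 for *Cobll1*, *Prox1* and *Gm55524* in VS. *Gm38947* in dHPC went from 0.426 ± 0.427 CPM to 0 in every acute ethanol library (SD, n = 3 and 4) and from 0.0370 ± 0.0338 to 0.729 ± 0.852 CPM after chronic ethanol (SD, n = 3 and 3), so that its coefficient has no stable size. It overlaps a gene on the other strand. Over the other 12 genes the edgeR FDR was 0.298 to 0.999. On the chromosomes complete in all DS libraries, DESeq2 called 0 genes in DS (smallest FDR 0.270), where 443 had an unadjusted p under 0.05, and without DS chronic saline replicate 2, which lacks the other chromosomes, it called 4 (smallest FDR 0.0793). Both alternatives were chosen after seeing the data.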

In most brain regions, paradigm-dependent gene expression effects of ethanol were limited: There were two interaction genes in the dHPC, three in DS, four in VS, and 21 in cortex (Fig. 6*A*). Strikingly, however, there were 417 significant interaction genes in the vHPC (Fig. 6*A*). 

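In vHPC, DESeq2 called 417 genes (136 Group A, 281 Group B), where edgeR called 0. All 417 had an unadjusted edgeR p under 0.05. Removing each library's trend with GC content and exon length left 71 DESeq2 calls (7 Group A, 64 Group B), 65 of them among the 417. Genes given an FDR by DESeq2 then fell from 9023 to 2231. With no low-count filter, edgeR called 868 genes, and the balance was the other way (519 Group A, 349 Group B). The prior degrees of freedom then rose from 5.74 to 79.8, so these calls rest less on each gene's own spread. With 1 library left out, edgeR called 434 genes without acute saline replicate 6, 27 without acute ethanol replicate 4 and 0 in every other such fit.
*Sulf1*, labelled in Fig. 6A, went from 23.0 ± 15.3 to 16.5 ± 14.5 CPM after acute ethanol (SD, n = 3 and 3) and from 4.86 ± 2.44 to 37.4 ± 27.5 CPM after chronic ethanol (SD, n = 3 and 3), with an interaction coefficient of 3.42 on the log2 scale (standard error 0.96, edgeR FDR 0.296, 0.0842 with DESeq2 to 0.599 over the alternatives). For *Unc13c* it was 2.78 (standard error 0.80).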

In the vHPC, the 136 Group A genes were significantly enriched for protein folding and IRE1-mediated unfolded protein response, while the 281 Group B genes were significantly enriched for biological processes such as iGluR signaling pathway, long-term synaptic depression, regulation of AMPA receptor activity, and downregulation of neuron apoptosis (Fig. 6*B*, Extended Data Fig. 6-1). 

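A list of 39 chaperone genes had a median interaction coefficient of 0.30 on the log2 scale (camera FDR 1.24e-10), with 21 of 39 genes past edgeR's FDR of 0.1 adjusted over the list alone and 0 over all genes. Its median log2 fold change was -0.19 after acute and 0.09 after chronic ethanol. The unfolded protein response list had a median interaction coefficient of 0.37 on the log2 scale (camera FDR 0.000751), with 4 of 16 identifiers past edgeR's FDR of 0.1 adjusted over the list alone and 0 over all genes. The list has 15 genes, of which *Ddit3* has 2 identifiers in the annotation. The ionotropic glutamate receptor list had a median interaction coefficient of -0.15 on the log2 scale (camera FDR 0.0265), with 6 of 18 genes past edgeR's FDR of 0.1 adjusted over the list alone and 0 over all genes. For the postsynaptic scaffold list this was a median interaction coefficient of -0.55 on the log2 scale (camera FDR 5.35e-09), with 13 of 15 genes past edgeR's FDR of 0.1 adjusted over the list alone and 0 over all genes, from a median log2 fold change of 0.14 after acute ethanol. Under fry, and for camera with an estimated correlation, none of these lists had an FDR below 0.05. Group A genes had a median GC content of 43.2% and Group B genes of 56.0%, against 49.9% over all genes tested.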

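Of the 446 genes that DESeq2 called for an interaction over the 5 regions, 445 (99.8%) were called in a single region. EdgeR called 0 in any region. That a gene's interaction differed between regions was not tested.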

Once again emphasizing regional specificity, nearly all of the 446 total significant interaction genes were specific to one brain region (Extended Data Fig. 6-2*A*). In fact, only one gene showed a significant interaction in more than one region: *Cacna1e* (calcium channel, voltage-dependent, R type, alpha 1E subunit) was identified as a Group B interaction gene in both the cortex and vHPC.

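*Cacna1e* (ENSMUSG00000004110; chromosome 1, 154266477 to 154760247) went from 217 ± 5.56 to 207 ± 10.1 CPM after acute ethanol (SD, n = 3 and 3) and from 233 ± 13.5 to 162 ± 12.4 CPM after chronic ethanol (SD, n = 3 and 3) in the cortex, an interaction coefficient of -0.45 on the log2 scale (standard error 0.10, edgeR FDR 0.600, 0.0906 with DESeq2 to 0.867 over the alternatives). In vHPC it went from 399 ± 50.3 to 495 ± 37.9 CPM after acute ethanol (SD, n = 3 and 3) and from 536 ± 33.1 to 451 ± 55.1 CPM after chronic ethanol (SD, n = 3 and 3), a coefficient of -0.56 (standard error 0.16, edgeR FDR 0.296, 0.0574 with DESeq2 to 0.599 over the alternatives). In dHPC, DS and VS the coefficient was 0.24, -0.02 and 0.31, which neither test called.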

**Figure 6.**
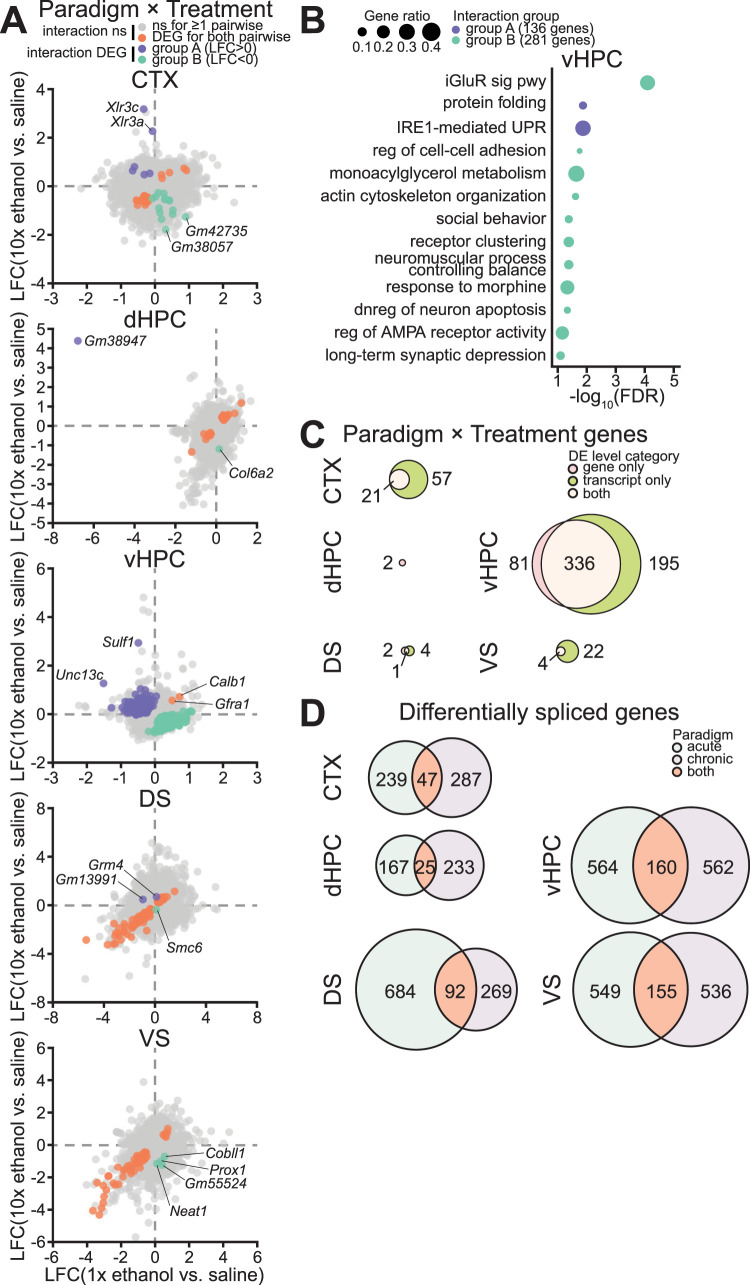
Paradigm-dependent transcriptomic effects of ethanol vary across brain regions. ***A***, Scatterplots of differential gene expression for ethanol versus saline within each paradigm, highlighting genes with significant paradigm × treatment interaction or with similar ethanol-induced effects in both paradigms (see Extended Data Fig. 6-2*A* for upset plot comparing regions). ***B***, Dot plot of significantly enriched biological processes for significant interaction genes in the vHPC. ***C***, Venn diagrams showing overlap of genes with significant interaction at gene and transcript levels (see Extended Data Fig. 6-2*B* for transcript level scatterplots and Extended Data Fig. 6-2*C* for upset plot comparing regions). ***D***, Venn diagrams showing overlap of genes with significant ethanol-induced differential AS following acute and chronic exposure. *n* = 3–4 mice per group. Abbreviations: LFC, log_2_(fold change). See Extended Data Figure 3-1 for gene level differential expression results, Extended Data Figure 6-1 for GO enrichment results, Extended Data Figure 5-1 for transcript level differential expression results, and Extended Data Figure 5-4 for alternative splicing results.

10.1523/ENEURO.0484-25.2026.f6-1 Figure 6-1 **Gene ontology enrichment for interaction genes in the ventral hippocampus.** Results from GO enrichment analysis for genes with significant paradigm × treatment interaction in the vHPC. GO enrichment results are reported in a direction-specific manner (i.e., for "upregulated" [Group A] or "downregulated" [Group B] DEGs). For Group B interaction genes, redundancy was reduced (similarity threshold=0.7) due to significant enrichment of >10 biological processes. Supports ***Figure 6B***. Download Figure 6-1, XLS file.

10.1523/ENEURO.0484-25.2026.f6-2 Figure 6-2 **Ethanol-induced gene and transcript expression signatures are region-specific. (A)** Upset plot showing overlap of genes with a significant paradigm × treatment interaction or similar ethanol-induced differential expression (DE) for both paradigms across brain regions. **(B)** Scatterplots of differential transcript expression for ethanol vs. saline within each paradigm, highlighting transcripts with significant paradigm × treatment interaction or similar ethanol-induced effects in both paradigms. **(C)** Upset plot showing overlap of transcripts with a significant paradigm × treatment interaction or similar ethanol-induced DE for both paradigms across brain regions. n=3-4 mice per group. Supports ***Figure 6***. See gene level differential expression results in ***Extended Data Figure 3-1*** and transcript level differential expression results in ***Extended Data Figure 5-1***. Download Figure 6-2, TIF file.

Across all regions, acute and chronic ethanol exposure induced similar expression changes in 201 genes, with 23 in the cortex (5 upregulated and 18 downregulated), 29 in dHPC (19 upregulated and 10 downregulated), 2 in vHPC (both *Calb1* [calbindin 1] and *Gfra1* [glial cell line derived neurotrophic factor family receptor alpha 1] upregulated), 117 in DS (36 upregulated and 81 downregulated), and 55 in VS (6 upregulated and 49 downregulated; Fig. 6*A*). Most of these were specific to one brain region (177 genes, ∼88%), but there were 24 genes with similar ethanol-induced DE between paradigms in more than one region (Extended Data Fig. 6-2*A*). For example, ethanol exposure significantly upregulated *Fkbp5* in the cortex, dHPC, and VS for both paradigms. 

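A gene was counted as changed alike when it was a DEG of the same sign after acute and after chronic ethanol in a region. EdgeR counted none, since it made no chronic calls outside vHPC and no acute calls in vHPC. With at least 10 counts required in every sample it counted 8 in DS. With no low-count filter it counted 24 in the cortex, 26 in vHPC, 147 in VS and 0 in dHPC and DS. DESeq2 counted 23 genes in the cortex (5 up, 18 down), 29 genes in dHPC (19 up, 10 down), 2 genes in vHPC (2 up, 0 down), 117 genes in DS (36 up, 81 down) and 55 in VS, with 6 up and 49 down. In vHPC, *Calb1* (ENSMUSG00000028222; chromosome 4, 15881264 to 15908064) went from 65.9 ± 7.34 to 109 ± 13.1 CPM (SD, n = 3 and 3) after acute ethanol (log2 fold change 0.73, standard error 0.12, edgeR FDR 0.171, 6.95e-05 with DESeq2 to 0.673 over the alternatives) and from 79.6 ± 21.1 to 132 ± 34.4 CPM (SD, n = 3 and 3) after chronic ethanol (log2 fold change 0.73, standard error 0.21, edgeR FDR 0.362, 0.0500 with DESeq2 to 0.877 over the alternatives). *Gfra1* (ENSMUSG00000025089; chromosome 19, 58224036 to 58444341) went from 52.8 ± 5.17 to 75.2 ± 12.8 CPM (SD, n = 3 and 3) after acute ethanol (log2 fold change 0.51, standard error 0.14, edgeR FDR 0.245, 0.0396 with DESeq2 to 0.673 over the alternatives) and from 55.1 ± 7.68 to 82.2 ± 17.3 CPM (SD, n = 3 and 3) after chronic ethanol (log2 fold change 0.58, standard error 0.16, edgeR FDR 0.356, 0.0885 with DESeq2, and 0.0423 to 0.877 over the alternatives). Their interaction coefficients were 0.00 and 0.06 (standard errors 0.28 and 0.23), and each took either sign when 1 library was left out. In the DS and VS, genes of the cortex were lower in the ethanol libraries of both paradigms.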

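Over the regions, DESeq2 counted 201 genes changed alike, 177 of them (88.1%) in a single region and 24 in more than 1.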

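The interaction coefficient of *Fkbp5* was -0.30 on the log2 scale in the cortex (standard error 0.20), -0.06 in dHPC (0.16) and -0.01 in VS (0.18), with edgeR FDRs of 0.678, 0.990 and 0.999. In vHPC and DS it was -0.58 and -0.36, which was not past the threshold with edgeR or DESeq2.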

Meanwhile, *Bahcc1* (BAH domain and coiled-coil containing 1) was significantly downregulated in the cortex and dHPC, while *Sh3bp5* (SH3-domain binding protein 5, BTK-associated) was upregulated in these regions. 

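*Bahcc1* (ENSMUSG00000039741; chromosome 11, 120123773 to 120182993) had log2 fold changes of -0.34 after acute and -0.45 after chronic ethanol in the cortex and of -0.30 after acute and -0.35 after chronic ethanol in dHPC (edgeR FDRs 0.187 to 0.566, 0.0577 to 0.0814 with DESeq2, and 0.0577 to 0.977 over the alternatives). In the cortex it went from 26.5 ± 2.72 to 21.0 ± 3.12 CPM (SD, n = 3 and 3) after acute ethanol. *Sh3bp5* (ENSMUSG00000021892; chromosome 14, 31081837 to 31158035) had log2 fold changes of 0.21 after acute and 0.32 after chronic ethanol in the cortex and of 0.33 after acute and 0.38 after chronic ethanol in dHPC (edgeR FDRs 0.132 to 0.566, 0.0582 to 0.0998 with DESeq2, and 0.0582 to 0.977 over the alternatives). In dHPC it went from 100.0 ± 13.7 to 131 ± 9.60 CPM (SD, n = 3 and 3) after chronic ethanol. The standard errors of these values lay between 0.06 and 0.11. Both genes overlap a gene on the other strand, which the counting of these regions did not separate.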

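In vHPC, *Sh3bp5* went from 103 ± 15.7 to 148 ± 28.1 CPM after acute ethanol (SD, n = 3 and 3) and from 130.2 ± 10.4 to 114 ± 21.5 CPM after chronic ethanol (SD, n = 3 and 3). Its interaction coefficient was -0.71 on the log2 scale (standard error 0.23, edgeR FDR 0.312, 0.0898 with DESeq2 to 0.620 over the alternatives).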

Interestingly, *Sh3bp5* was also a Group B interaction gene in the vHPC.

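At the transcript level, edgeR called 0 interaction isoforms in every region. Isoforms with an unadjusted p under 0.05 numbered 10085 in the cortex, 5938 in dHPC, 11754 in vHPC, 2901 in DS and 5334 in VS. DESeq2 called 350 in the cortex (43 Group A, 307 Group B), 0 in dHPC, 1542 in vHPC (461 and 1081), 8 in DS and 116 in VS (22 and 94). With 1 library left out, edgeR called up to 308 isoforms in the cortex (without acute saline replicate 6) and up to 1459 in vHPC (without acute saline replicate 6).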

Transcript level paradigm × treatment interaction analysis revealed that the effects of ethanol were dependent on the extent of exposure for 1,542 transcript isoforms in the vHPC, 350 in cortex, 116 in VS, 8 in DS, and none in dHPC (Extended Data Fig. 6-2*B*; interaction analysis results in Extended Data Fig. 5-1). 

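DESeq2's interaction isoforms numbered 2009 over the 5 regions, and 2002 of them (99.7%) were called in a single region.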

Similar to our gene level findings, we found the vast majority of interaction transcripts were specific to brain region (Extended Data Fig. 6-2*C*). 

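*Cacna1e-202*, *-205* and *-206* and *Robo3-202* and *-205* were Group B calls of DESeq2 in both the cortex and vHPC, and *Xlr3b-202* and *-203* were Group A calls in both the cortex and VS. EdgeR called none of them, although an unadjusted p under 0.05 was found for 7 of 8 *Cacna1e* isoforms in the cortex and 8 in vHPC, for 5 of 6 *Robo3* isoforms in the cortex and 6 in vHPC, and for 3 *Xlr3b* isoforms in the cortex and 3 in VS.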

In fact, only seven of the 2,009 interaction transcripts were not region specific: Three *Cacna1e* isoforms and two *Robo3* (roundabout guidance receptor 3) isoforms were Group B interaction transcripts in the cortex and vHPC, while two *Xlr3b* (X-linked lymphocyte-regulated 3B) isoforms were Group A interaction transcripts in the cortex and VS. Interestingly, additional transcript isoforms of these genes were identified as interaction transcripts in only one region: Two *Cacna1e* isoforms were Group B interaction transcripts in the vHPC, two *Robo3* isoforms were Group B transcripts in cortex, and one *Xlr3b* isoform was a Group A transcript in cortex. These findings further indicate ethanol-induced transcript expression changes are predominantly specific to brain region.

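DESeq2 called 5 *Cacna1e* isoforms in vHPC and 3 in the cortex, 4 *Robo3* isoforms in the cortex and 2 in vHPC, and 3 *Xlr3b* isoforms in VS and 2 in the cortex. *Xlr3b-201* had an interaction coefficient of 3.24 in the cortex (standard error 0.62) and 2.49 in VS (standard error 0.60), on the log2 scale.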

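Isoforms called with the same sign after acute and after chronic ethanol were counted for each region. EdgeR counted 0 in every region. DESeq2 counted 59 in the cortex (33 up, 26 down), 74 in dHPC (40 up, 34 down), 8 in vHPC (5 up, 3 down), 301 in DS (66 up, 235 down) and 181 in VS (21 up, 160 down). With at least 10 counts required in every sample, edgeR counted 24 in DS. With no low-count filter it counted 99 in the cortex, 6 in dHPC, 84 in vHPC, 0 in DS and 576 in VS.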

As at the gene level, acute and chronic ethanol exposure induced similar transcript expression changes the most in the DS (301 DETs), which was subsequently followed by 180 in the VS, 74 in dHPC, 59 in cortex, and 8 in vHPC (Extended Data Fig. 6-2*B,C*). Across all regions, acute and chronic ethanol exposure induced similar expression changes in 562 transcripts, most of which were specific to one region (507 transcripts, ∼90%; Extended Data Fig. 6-2*C*).

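Over the regions these were 562 isoforms with DESeq2, 507 of them (90.2%) in a single region.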

Next, we examined the extent of genes showing significant interaction at both the gene and transcript levels. In the vHPC, nearly two thirds of interaction transcripts were encoded by interaction genes (336 genes), while over one third of interaction transcripts were not (195 interaction TO-genes; Fig. 6*C*). 

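Neither level had an edgeR call, so these shares rest on DESeq2. Its 1542 interaction isoforms in vHPC belonged to 531 genes, 336 of them interaction genes and 195 not. Counted as isoforms, 1145 (74.3%) belonged to an interaction gene.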

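In the cortex, DESeq2's interaction isoforms belonged to 21 interaction genes and 57 TO-genes, in DS to 1 and 4, and in VS to 4 and 22. Counted as isoforms, 259 of 350 (74%) belonged to an interaction gene in the cortex, 1 of 8 in DS and 18 of 116 (15.5%) in VS.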

In stark contrast, interaction transcripts in the cortex, DS, and VS were primarily encoded by interaction TO-genes rather than by interaction genes (Fig. 6*C*).

Finally, we compared genes differentially spliced in response to ethanol between acute and chronic paradigms. For each region, genes with ethanol-induced AS were predominantly specific to the extent of exposure (≥87% of all DSGs per region; Fig. 6*D*; splicing analysis results in Extended Data Fig. 5-4), suggesting that the extent of ethanol exposure largely influences which genes are differentially spliced. Interestingly, the fractions of paradigm-specific DSGs were nearly even in each region except the DS, where paradigm-specific DSGs were strongly biased toward acute exposure (∼72% of DSGs in the DS; Fig. 6*D*).

Taken together, these findings indicate different brain regions show differing levels of paradigm-specific gene and transcript expression changes in response to ethanol, and DSGs largely differ between acute and chronic ethanol exposure paradigms. In addition, the vHPC emerged as a brain region with ethanol-induced expression changes that are overwhelmingly dependent on the extent of exposure, suggesting transcriptomic changes in the vHPC might play a relevant role in the transition from limited to chronic alcohol consumption.

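The share of genes whose acute and chronic fold changes had the same sign was 48.1% in vHPC, against 54.1% in the cortex, 58.5% in dHPC, 60.2% in DS and 57.8% in VS. From the number of interaction genes and transcripts in vHPC, the paper proposes that transcriptomic changes in this region might have a role in the transition to chronic alcohol consumption.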

## Discussion

Here, we explored the epigenetic and transcriptomic effects of acute and chronic ethanol exposure, focusing on key brain regions relevant to AUD (Koob and Volkow, 2016). We showed ethanol-derived acetate is incorporated into histone acetylation in the brain following acute or chronic exposure, and this was more robust following repeated exposure. Further, we found chromatin and transcriptomic changes elicited by acute or chronic ethanol exposure are predominantly specific to brain region. Interestingly, ethanol-induced molecular changes were paradigm dependent in some but not all brain regions, and we noted particularly profound paradigm-dependent transcriptomic effects of ethanol in the vHPC. Overall, this study systematically illuminates critical epigenetic and transcriptomic outcomes linked to ethanol exposure and how these molecular outcomes differ between acute and chronic exposure, thus providing valuable insight for developing novel therapeutics for AUD.

Our heavy labeling findings corroborated previous reporting of ethanol-derived acetate being directly incorporated into histone acetylation in the mouse HPC following acute exposure (Mews et al., 2019). Here, we expanded upon this work by investigating additional brain regions linked to AUD in the context of not only acute but also chronic exposure. Ethanol-derived acetate from a single exposure contributed to histone acetylation in the HPC and VS but not cortex or DS (Fig. 1*B*), whereas ethanol-derived acetate from chronic exposure contributed to histone acetylation in each region (Fig. 1*C*). Our findings suggest different brain regions have differing levels of sensitivity to this metabolic-epigenetic axis, and this sensitivity may vary depending on extent of exposure. However, the underlying mechanisms remain unclear and warrant further investigation. For example, region-specific molecular outcomes could be attributed to differences in the abundance of specific cell types among brain regions, which could confound proteomic and transcriptomic results from tissue homogenates. Similarly, the spatiotemporal distribution of alcohol and alcohol-derived acetate throughout the brain following acute and chronic treatment, as well as the expression and subcellular localization of ACSS2 in various brain regions both at baseline and following alcohol exposure, will need to be further investigated to determine their potential contributions to the observed epigenetic and transcriptomic outcomes.

Importantly, acetylation and methylation changes occurred at similar frequencies, indicating the epigenetic effects of ethanol extend beyond direct incorporation of ethanol-derived acetate into histone acetylation. H2A.Z.1K11ac was the only hPTM affected in the same region in both paradigms, showing increased hippocampal abundance following acute or chronic ethanol exposure (Fig. 2*A*,*B*), consistent with a significant main effect of treatment (Fig. 2*C*). Notably, acetylated H2A.Z mediates transcriptional outcomes that contribute to learning and memory (Narkaj et al., 2018; Reda et al., 2024; Periandri et al., 2026).

The epigenetic effects of ethanol were largely region-specific. All hPTMs significantly altered by acute or chronic ethanol were restricted to one region, with H3K36me3 as the exception: H3K36me3 was reduced in the cortex following acute (Fig. 2*A*) but increased in the DS and VS following chronic (Fig. 2*B*) ethanol exposure, demonstrating divergent regional effects between paradigms. H3K36me3 is linked to AS in the brain (Hu et al., 2017, 2020) and has been implicated in substance-related behaviors. For example, H3K36me3-mediated AS regulates cocaine reward-related behavior (Xu et al., 2021), and adolescent binge ethanol exposure disrupts cortical H3K36me3 enrichment at synaptic genes such as *Cacna1a* (calcium channel, voltage-dependent, P/Q type, alpha 1A subunit; Brocato and Wolstenholme, 2023). Interestingly, we observed reduced cortical H3K36me3 abundance alongside downregulated expression of *Cacna1a* and of six of its 13 transcript isoforms following acute ethanol exposure.

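*Cacna1a* (ENSMUSG00000034656; chromosome 8, 85065268 to 85366875) went from 232 ± 12.0 to 203 ± 14.2 CPM (SD, n = 3 and 3) in the cortex after acute ethanol, with log2 fold change -0.19, standard error 0.06, edgeR FDR 0.168, 0.0905 with DESeq2, and 0.0774 to 0.451 over the alternatives. Of its 13 isoforms, edgeR called 1 lower (*Cacna1a-212*), 9 had an unadjusted p under 0.05, and DESeq2 called 6 lower. It overlaps a gene on the other strand, which the counting of the cortex did not separate.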

Ethanol produces molecular, synaptic, and circuit level adaptations varying across brain regions (Abrahao et al., 2017), and alcohol's lasting transcriptomic effects are distinct across brain regions (Contet, 2012; Warden and Mayfield, 2017; Van Booven et al., 2021; Huggett et al., 2023; Willis et al., 2025). Our findings strongly support this: Ethanol-induced changes to gene and transcript expression and AS (Figs. 3–5) showed stark regional specificity. In fact, only two genes were similarly affected across all regions: *Fkbp5* and *Mt2* were upregulated in each region following acute ethanol exposure (Fig. 3*D*). Interestingly, both of these genes have been previously linked to alcohol. Single-nucleotide polymorphisms in human *FKBP5* have been associated with alcohol withdrawal severity and alcohol drinking, and *Fkbp5* knock-out in mice heightens alcohol withdrawal severity and alcohol consumption (Huang et al., 2014; Qiu et al., 2016). Voluntary drinking increases astrocytic *Mt2* expression in mice (Mulligan et al., 2011), and MT family genes are upregulated in various brain regions of postmortem AUD patients (Friske et al., 2025).

Gene and transcript expression changes were more extensive after acute than chronic ethanol exposure (Figs. 3–5). Similar patterns were observed in BXD mice (van der Vaart et al., 2017), yet systematic transcriptomic comparisons between acute and chronic exposure remain limited. The pronounced transcriptional response to acute exposure largely comprises transient changes not persisting with chronic exposure, possibly reflecting allostatic adaptations to repeated exposure such as desensitization, a neuroadaptation underlying tolerance (Dopico and Lovinger, 2009; Bhandari et al., 2024). Notably, acute ethanol exposure induced transient expression changes to RGs, and this dysregulation was muted after chronic exposure (Extended Data Fig. 3-3). RGs regulate synaptic plasticity (recently reviewed in Khan et al., 2025) and have been linked to alcohol (Pignataro et al., 2007; Larnerd et al., 2023).

Aberrant AS in the brain strongly correlates with chronic alcohol consumption (Van Booven et al., 2021; Huggett et al., 2023; Carvalho and Lasek, 2024; Bhatnagar and Heller, 2025), which is supported by our current findings (Fig. 5*I*). Surprisingly, however, few studies have investigated AS in the context of acute ethanol exposure (Signor and Nuzhdin, 2018; Wolfe et al., 2019). Here, we revealed hundreds of ASEs in AUD-related brain regions after acute ethanol exposure (Fig. 5*D*,*E*). The number of DSGs was comparable between paradigms, while the specific DSGs largely differed (Fig. 6*D*), underscoring the importance of investigating differential AS in the context of acute exposure.

DSGs in the brain rarely overlap with DEGs (Stilling et al., 2014; Xu et al., 2021; Bhatnagar et al., 2023; Bhatnagar and Heller, 2025). Indeed, most DSGs did not correspond to DEGs or DETs (Fig. 5*F*,*L*). For example, *Stat3* did not differ in expression but was a DSG: Chronic ethanol exposure significantly decreased inclusion of an A3SS event of *Stat3* exon 23 in the vHPC (Extended Data Fig. 5-2*C*). Interestingly, AS of human *STAT3* exon 23 promotes the switch from the full-length STAT3α isoform to the dominant negative STAT3β isoform that is truncated and lacks a transactivation domain (Wang et al., 2019). STAT has also been implicated in alcohol-related outcomes. In fruit flies, *Stat92E* is differentially spliced after alcohol memory formation (Petruccelli et al., 2018, 2020) or repeated ethanol exposure (Wilson et al., 2023) and is required in memory-encoding mushroom body neurons for lasting alcohol-associative preference (Petruccelli et al., 2018, 2020) and suppressing ethanol sensitization (Wilson et al., 2023). In rodents, *Stat3* regulates hippocampal gene expression during alcohol withdrawal (Chen et al., 2021), and STAT3 inhibition reduces binge-like ethanol drinking (Hamada et al., 2021).

The vHPC is particularly sensitive to ethanol. Chronic ethanol consumption results in greater pyramidal neuron loss in the vHPC than dHPC (Lescaudron and Verna, 1985), and chronic intermittent ethanol exposure increases synaptic excitability in the vHPC but not dHPC (Ewin et al., 2019). Chronic low-dose ethanol exposure alters vHPC regulation of reward seeking (Bryant et al., 2023), and the vHPC negatively regulates alcohol drinking (Griffin et al., 2023). Here, we found ethanol-induced expression changes in vHPC were strikingly dependent on paradigm (Fig. 6*A*, Extended Data Fig. 6-1*B*). Group A interaction genes were enriched for proteostasis-related processes, including unfolded protein response (UPR; Fig. 6*B*). The UPR is activated in the pancreas as an adaptive response to chronic alcohol-induced ER stress (Lugea et al., 2011), raising the possibility of a similar adaptive response in the vHPC. Further, UPR signaling supports synaptic plasticity and memory formation (Martínez et al., 2018) but can also contribute to neurodegeneration (Duran-Aniotz et al., 2017), thus the observed opposing effects between paradigms may reflect shifts between protective and maladaptive states. In contrast, Group B interaction genes were primarily enriched for neurotransmission-related processes (Fig. 6*B*). Transient upregulation of genes involved in synaptic plasticity suggests acute enhancement of synaptic remodeling, whereas their chronic downregulation suggests reduced plasticity with repeated exposure. Likewise, acute upregulation of genes linked to excitatory neurotransmission indicates a short-term increase in vHPC excitability, while the opposing chronic downregulation may reflect the dampening of excitatory signaling that characterizes neuroadaptations underlying tolerance.

Consistent with interaction patterns, downregulated DEGs in the vHPC following chronic ethanol exposure related to glutamatergic synaptic transmission (Fig. 4*B*) and TO-genes mapped to iGluR signaling (Fig. 5*H*). The vHPC provides major glutamatergic input to the nucleus accumbens (NAc; Britt et al., 2012), a key component of the VS reward circuitry. Chronic ethanol exposure enhances glutamatergic vHPC → NAc input (Kircher et al., 2019), and alcohol dependence disrupts the inhibitory function these projections exert on alcohol consumption (Griffin et al., 2023). Thus, the ventral hippocampal downregulation of genes involved in glutamatergic signaling may reflect a compensatory response to elevated excitatory circuit activity.

Future work is critical to address important limitations of the current study. Here, we delivered a precise dose to each mouse via intraperitoneal injections, enabling the reliable detection of stable isotope incorporation into brain histone acetylation. This controlled approach provides reproducible ethanol dosing across animals, reducing interindividual variability and enabling clearer inference between ethanol exposure and molecular outcomes. However, intraperitoneal injections may subject animals to stress and do not recapitulate human voluntary consumption behaviors. Future studies will utilize alternative models of exposure that better approximate human alcohol intake (e.g., voluntary drinking or gavage), which will also allow us to evaluate how molecular profiles correlate with relevant alcohol-related behaviors (e.g., preference, craving/seeking, binge drinking). Another notable limitation here is the exclusive use of male mice, rationalized by the higher prevalence of AUD diagnosis in males (World Health Organization, 2024). However, this gap between sexes is converging (McKee and McRae-Clark, 2022), and there is accumulating evidence for sex-dependent transcriptional responses to alcohol (Hitzemann et al., 2022) and sex-dependent epigenetic, transcriptional, and behavioral responses to the alcohol metabolite acetate (Periandri et al., 2026) in the brain. In addition, emerging evidence points to sex differences in efficacy and adverse effects of pharmacotherapeutic interventions for substance use disorders (McKee and McRae-Clark, 2022), further necessitating the characterization of sex differences in the brain's epigenetic and transcriptomic responses to alcohol.

Here, we provide systematic new insights into epigenetic, gene and transcript expression, and splicing changes across key AUD-related brain regions following acute or chronic ethanol exposure, underlining distinct regional specificity. Our study is one of few exploring how ethanol-induced transcriptomic outcomes differ by extent of exposure and identified a particularly striking effect in the vHPC. Collectively, these findings and follow-up work systematically addressing cell-type specificity and sex differences are critical for understanding epigenetic and transcriptomic responses to ethanol, ultimately informing novel therapeutics for AUD.

How the deposited data were processed for this re-analysis (not part of the article)

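Poly(A) RNA of 62 tissue samples from 16 male C57BL/6J mice was measured in the cortex, dHPC, vHPC, DS and VS, in 20 groups of 3 or 4 mice, 1 for each region, paradigm and treatment. Ethanol was given at 2 g/kg, 1 injection in the acute and 10 daily injections in the chronic paradigm, and tissue was collected 4 h after the last injection. The authors made the gene and isoform counts before depositing them: they trimmed reads with Cutadapt, aligned them to GRCm39 with STAR and counted read pairs on exons with featureCounts and the Ensembl annotation, with all libraries counted as reverse-stranded, and with pairs that map to several places or overlap several features counted for each. The deposited values are raw counts with no normalization or filter, on 56415 genes and 218795 isoforms, of which 12718 genes have 0 counts in every library. Coordinates are those of the count tables.

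The 2 batches of library kit and sequencing platform (cortex and dHPC against vHPC, DS and VS) do not divide any region. Every test of ethanol and of its interaction with paradigm was made within 1 region. The levels of DS and VS genes relative to the cortex compare libraries of different batches. Gene counts per library ran from 8149628 to 71164766, and isoform counts, which share reads, from 25822937 to 221644434. A gene with at most 3 counts in every library of a group was taken to be at the floor, and its fold change was given as a bound. Sequencing reads without molecular identifiers are not independent molecules, so counts carry more than counting error.

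Ethanol was compared with saline in each region and paradigm (10 pairwise comparisons), and the interaction of paradigm and treatment was tested in each of the 5 regions, at the gene and at the isoform level. The main test was edgeR's quasi-likelihood F test (4.0.16 with limma 3.58.1, R 4.3.3, TMM normalization, prior count 0.125) on features with at least 5 counts in at least 2 samples of a group, the paper's low-count filter, fitted to the groups of the comparison only. DEGs, DETs and interaction genes are those with a Benjamini-Hochberg FDR below 0.1. TO-genes are genes with a DET that are no DEG. Standard errors were derived from the test, as the absolute log2 fold change over the square root of the F statistic, and can differ from DESeq2's. The tables were read with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and data.table 1.17.8 under Python 3.11.15, and plots were drawn with matplotlib 3.10.9.

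Before the data were examined, these alternatives were set: DESeq2 (1.42.0, Wald test, the paper's tool), DESeq2's size factors in edgeR, no low-count filter, at least 10 counts in every sample, all 4 groups of a region in one fit, removal of each library's trend with GC content and exon length, genes with no overlap on the other strand, a gene-level FDR threshold of 0.2 for TO-genes, a replicate block, and each library left out in turn. Tests on the chromosomes complete in all DS libraries, DESeq2 without DS chronic saline replicate 2, DESeq2 with the GC and length trend removed, and camera with an estimated correlation were chosen after seeing the data.

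Named genes were chosen by a rule set before the data were examined: every gene the paper names for RNA sequencing in its text or labels in Figs. 3A, 4A and 6A, and for each gene-level test the largest rise and fall among genes with an FDR below 0.1, a mean of at least 10 counts and, in pairwise tests, no overlap between the groups. In the same way 20 gene lists were written: choroid plexus, ependymal, meningeal and vascular fibroblast, endothelial, mural, myelin, microglia, astrocyte, pallial excitatory neuron, striatal projection neuron, thalamic neuron, dentate granule neuron, ionotropic glutamate receptor, postsynaptic scaffold, chaperone, unfolded protein response, mitochondrial complex I, activity response, opioid peptide and receptor, and glucocorticoid response. Each was tested in all 15 gene-level tests with camera (preset correlation 0.01), adjusted over the 300 list tests, and with fry as an alternative; list FDRs are read at 0.05. Gene ontology enrichment was not computed.

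The tests were run on simulated data with 200 genes changed by 1.5 on the log2 scale. EdgeR called 94.5% of them in the cortex acute design with 13.3% of its calls on unchanged genes, 93.5% with 10.5% in the VS acute design, and 73% with 9.32% in the vHPC interaction. DESeq2 called 97%, 94% and 79.5%, with 28.9%, 25.4% and 22.4% of its calls on unchanged genes. With nothing changed, edgeR called 0 genes and DESeq2 25 and 19. The spread of each gene was drawn around a common value set by hand, whatever its expression, and was not fitted to these libraries. Changes smaller than 1.5 were not simulated. These rates therefore need not hold for either test on the real libraries. A simulated GC trend gave 91.4% of edgeR's calls on unchanged genes when left in and 10.8% when removed. Camera gave a raised list an adjusted p of 2.20e-62 and called 1 other list, and fry gave it 0.000423.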

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

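The tests of tissue carried over in the dissection, cell mix and GC bias were chosen after the results were seen. The camera FDRs below are those with the preset correlation, and none of these calls held under fry or with an estimated correlation. In the groups of 4 samples, 72 sets of values were examined for a sample far from the others, which chance gives in about 1 of 20, and 2 were found. *Robo3* in DS chronic ethanol replicate 6 was at 7.03 CPM against 3.25, 3.45 and 3.64 in the other ethanol libraries, and *Tmem151b* in dHPC acute ethanol replicate 3 was at 163 CPM against 126, 129 and 132. The gap was 0.895 and 0.841 of the range, past Dixon's critical value for 4 samples. Since chance gives about as many or more, no technical or biological explanation was tested for them.

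In the vHPC, the choroid plexus list was higher after chronic ethanol, a set the paper does not discuss although it labels 3 of its genes (median log2 fold change 4.01, 13 of 13 genes higher, camera FDR 2.42e-49). Over the 12 vHPC libraries, the other genes of the list followed *Ttr* within the groups with a median correlation of 0.910, and the list fell by 3.83 on the log2 scale in the VS after chronic ethanol. The second value argues against a rise of these genes in every tissue, and the first is consistent with choroid plexus tissue carried over in the dissection. The ependymal list (median log2 fold change 1.19, 6 of 6 genes higher, camera FDR 0.000214) and the striatal projection neuron list (median log2 fold change 1.62, 12 of 12 genes higher, camera FDR 0.000214) were higher in the same comparison. Carry-over may explain these as well, but they were not tested on their own. An effect of chronic ethanol on choroid plexus cells of the vHPC stays open.

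After acute ethanol the dentate granule neuron list was higher in the vHPC (median log2 fold change 1.26, 6 of 6 genes higher, camera FDR 4.93e-09). The thalamic neuron list was lower in the same libraries (median log2 fold change -1.87), so a different mix of tissue in the dissection may move both, which was not tested. The choroid plexus list was higher in the DS after acute ethanol (median log2 fold change 1.75, 13 of 13 genes higher, camera FDR 1.07e-06) and lower after chronic ethanol (median log2 fold change -0.96, camera FDR 0.0766). The DS was not tested for choroid plexus carry-over as the vHPC was with its correlation of 0.910. An effect of ethanol on either list stays open.

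The change in the chaperone list and in the postsynaptic scaffold list differed between acute and chronic ethanol in the vHPC. The interaction had a median log2 fold change 0.30, 35 of 39 genes higher, camera FDR 1.24e-10 for the chaperones, and a median log2 fold change -0.55, 2 of 15 genes higher, camera FDR 5.35e-09 for the scaffold genes. Their medians were -0.19 and 0.09, and 0.14 and -0.28, after acute and chronic ethanol. A score of DESeq2's interaction genes, Group A less Group B, followed the choroid plexus list within the groups (correlation 0.934, permutation p 0.00463). The smallest p that the 1296 permutations can give is 0.000772. Adjusted over 20 lists, the permutation p was 0.0412. It was the same for the myelin and striatal projection neuron lists (correlations 0.892 and 0.714). The score correlated with the chaperone list at 0.267 and the scaffold list at -0.759 (adjusted permutation p 0.856 and 0.211). The choroid plexus, myelin and striatal correlations may tie part of the interaction to a different mix of cells. With each library's GC and length trend removed, DESeq2 called 71 interaction genes, of which 65 were among its 417 calls, while 352 were not past the threshold. GC bias is therefore not the whole cause of DESeq2's calls. For those not past the threshold GC bias and an ethanol effect cannot be told apart, since 205 of them got no FDR, 300 kept an unadjusted p under 0.05, and their median absolute coefficient went from 0.59 to 0.46 on the log2 scale. GC bias was not tested on the lists. A difference between acute and chronic ethanol stays open for both.

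In the VS the myelin list changed in opposite directions after acute and chronic ethanol. The interaction had a median log2 fold change -0.69, 0 of 16 genes higher, camera FDR 1.26e-24, and the medians were 0.31 and -0.41. No technical explanation was tested for this difference, and an effect of the number of injections stays open.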

How the results depend on the processing

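The alternatives were set before the data were examined, apart from those named below as chosen after seeing the data, and none of the tests here was chosen after its result. With DESeq2's size factors in edgeR, 57 of 58 counts of DEGs, DETs, interaction genes and isoforms, shared changes and TO-genes stayed within 1.5 times the main count, and so did all 44 of the further counts, and all 95 log2 fold changes of named genes kept their direction and their side of the FDR threshold of 0.1. The exception was the count of DETs, dHPC acute, which went from 2 to 0. With at least 10 counts in every sample, 47 of 58 counts stayed, 5 fell and 6 rose, and of 44 further counts 2 fell and 8 rose. DESeq2 raised 51 of 58 counts and 40 of 44 further ones, and brought 68 of 93 log2 fold changes of named genes past the threshold. Without the low-count filter 46 of 58 counts and 36 of 44 further ones rose and none fell. EdgeR's prior degrees of freedom rose in every test without that filter, so its calls there rest less on each gene's own spread. In simulated data without any change DESeq2 called 25 genes and edgeR 0. The simulated spread was set by hand and not fitted to these libraries, so this does not give the share of false calls here. The causes of the changes below were not tested, except where fewer genes or libraries make them.

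With DESeq2, DEGs numbered 957 in cortex acute, 156 in cortex chronic, 281 in dHPC acute, 223 in dHPC chronic, 578 in vHPC acute, 214 in vHPC chronic, 205 in DS chronic, 178 in VS acute and 364 in VS chronic. DETs numbered 2914 in cortex acute, 387 in cortex chronic, 936 in dHPC acute, 664 in dHPC chronic, 1775 in vHPC acute, 773 in vHPC chronic, 556 in DS chronic, 756 in VS acute and 1107 in VS chronic and interaction genes numbered 21 in the cortex, 2 in dHPC, 417 in vHPC, 3 in DS and 4 in VS. Interaction isoforms numbered 350 in the cortex, 1542 in vHPC, 8 in DS and 116 in VS and TO-genes numbered 62 in dHPC acute, 159 in vHPC acute, 152 in DS acute, 33 in cortex chronic, 59 in dHPC chronic, 76 in vHPC chronic, 86 in DS chronic and 83 in VS chronic. Genes changed alike numbered 23 in the cortex, 29 in dHPC, 2 in vHPC, 117 in DS and 55 in VS and isoforms changed alike numbered 59 in the cortex, 74 in dHPC, 8 in vHPC, 301 in DS and 181 in VS. There were 1081 genes upregulated in 1 region after acute ethanol, 1335 genes downregulated in 1 region after acute ethanol, 478 genes upregulated in 1 region after chronic ethanol, 506 genes downregulated in 1 region after chronic ethanol, 3547 isoforms upregulated in 1 region after acute ethanol, 1371 isoforms upregulated in 1 region after chronic ethanol and 1653 isoforms downregulated in 1 region after chronic ethanol.

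Without the low-count filter, DEGs numbered 1488 in cortex acute, 104 in cortex chronic, 253 in dHPC acute, 263 in vHPC acute, 790 in vHPC chronic, 1798 in DS acute, 536 in VS acute and 569 in VS chronic. DETs numbered 5257 in cortex acute, 514 in cortex chronic, 1045 in dHPC acute, 64 in dHPC chronic, 1045 in vHPC acute, 3366 in vHPC chronic, 6223 in DS acute, 2222 in VS acute and 2509 in VS chronic and interaction genes numbered 314 in the cortex, 868 in vHPC and 195 in VS. Interaction isoforms numbered 651 in the cortex, 3775 in vHPC and 807 in VS and TO-genes numbered 450 in cortex acute, 63 in dHPC acute, 153 in vHPC acute, 167 in VS acute, 87 in cortex chronic, 19 in dHPC chronic, 253 in vHPC chronic and 320 in VS chronic. Genes changed alike numbered 24 in the cortex, 26 in vHPC and 147 in VS and isoforms changed alike numbered 99 in the cortex, 6 in dHPC, 84 in vHPC and 576 in VS. There were 1275 genes upregulated in 1 region after acute ethanol, 1601 genes downregulated in 1 region after acute ethanol, 678 genes upregulated in 1 region after chronic ethanol, 635 genes downregulated in 1 region after chronic ethanol, 4790 isoforms upregulated in 1 region after acute ethanol, 5978 isoforms downregulated in 1 region after acute ethanol, 2713 isoforms upregulated in 1 region after chronic ethanol and 3113 isoforms downregulated in 1 region after chronic ethanol.

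With at least 10 counts in every sample, DEGs numbered 0 in vHPC chronic (from 11), 9 in DS chronic (from 0) and 3 in VS acute (from 8). DETs numbered 18 in vHPC chronic (from 43) and 26 in DS chronic (from 0) and genes changed alike numbered 8 in DS (from 0). Isoforms changed alike numbered 24 in DS (from 0). There were 2 genes upregulated in 1 region after chronic ethanol (from 11), 7 genes downregulated in 1 region after chronic ethanol (from 0), 21 isoforms upregulated in 1 region after chronic ethanol (from 44) and 32 isoforms downregulated in 1 region after chronic ethanol (from 8).

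With all 4 groups of a region in one fit, DEGs numbered 0 in cortex acute, 62 in cortex chronic, 5 in dHPC acute, 0 in vHPC chronic, 0 in DS acute, 8 in DS chronic, 0 in VS acute and 1 in VS chronic. DETs numbered 14 in cortex acute, 84 in cortex chronic, 0 in vHPC chronic, 0 in DS acute, 131 in VS acute and 106 in VS chronic. The DS acute fit then includes chronic saline replicate 2, which lacks several chromosomes, and its biological coefficient of variation went from 0.123 to 0.475, so the fall in DS may come from that library. With a gene-level FDR threshold of 0.2, which leaves fewer genes outside the DEGs, TO-genes numbered 59 in cortex acute, 85 in DS acute, 15 in VS acute, 0 in vHPC chronic and 0 in VS chronic. With the GC and length trend removed, DEGs numbered 25 in DS chronic and 17 in VS acute. Among genes with no overlap on the other strand, a smaller set, DEGs numbered 279 in cortex acute, 2 in dHPC acute, 6 in vHPC chronic and 534 in DS acute.

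The replicate numbers mark different mice in the acute and chronic groups and in each treatment, so the replicate block is no pairing. With the replicate block, DEGs numbered 789 in cortex acute (from 515) and 143 in cortex chronic (from 0) and DETs numbered 5136 in cortex acute (from 1611), 2125 in cortex chronic (from 0) and 578 in dHPC acute (from 2). With the replicate block and the trend removed, DEGs numbered 116 in cortex chronic.

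These alternatives were chosen after seeing the data. On the chromosomes complete in all DS libraries, DEGs numbered 8 in DS chronic and DETs numbered 18 in DS chronic. With DESeq2 on these, DEGs numbered 197 in DS chronic and DETs numbered 442 in DS chronic. For the DS interaction DESeq2 called 3 genes on all chromosomes and 0 on the complete ones (smallest FDR 0.270). With DESeq2 without DS chronic saline replicate 2, DEGs numbered 154 in DS chronic and interaction genes numbered 4 in DS. With DESeq2 and the GC and length trend removed, interaction genes numbered 71 in vHPC.

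Of the 300 list tests, camera with the preset correlation called 111, and fry and camera with an estimated correlation, the latter chosen after seeing the data, called 0, with smallest adjusted p 0.0573 and 0.349.

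Leaving out 1 library at a time, DEGs ranged from 42 to 794 in the cortex, 0 to 84 in the dHPC, 0 to 301 in the vHPC, 581 to 1088 in the DS and 0 to 290 in the VS after acute ethanol, and from 0 in the cortex, 0 in the dHPC, 0 to 360 in the vHPC, 0 in the DS and 0 to 615 in the VS after chronic ethanol. DETs ranged from 260 to 3579 in the cortex, 0 to 501 in the dHPC, 0 to 1241 in the vHPC, 2076 to 4203 in the DS and 0 to 1531 in the VS after acute, and from 0 in the cortex, 0 in the dHPC, 0 to 1735 in the vHPC, 0 in the DS and 0 to 2887 in the VS after chronic ethanol. Interaction genes ranged from 0 to 2 in the cortex, 0 in the dHPC, 0 to 434 in the vHPC, 0 in the DS and 0 to 2 in the VS, and interaction isoforms from 0 to 308 in the cortex, 0 in the dHPC, 0 to 1459 in the vHPC, 0 in the DS and 0 to 14 in the VS. Where no DEG was called with 1 library left out, 369 to 3699 genes had an unadjusted p under 0.05, and 2187 to 17698 isoforms where no DET was. Of 248 such counts 173 stayed within 1.5 times, 43 fell and 32 rose.

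The median DS, VS and vHPC library had fewer counts than the median cortex and dHPC library, although DS acute ethanol replicate 5 had 46564992 gene counts. Fewer genes and isoforms were past the filter there: 20495 genes and 108989 isoforms in the DS after acute ethanol against 25905 and 129926 in the cortex.

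Single libraries decided several of these counts. In the cortex after acute ethanol there were 42 DEGs and 260 DETs without ethanol replicate 4, and 794 and 3579 without ethanol replicate 2. Without acute ethanol replicate 2 the VS had 290 DEGs and 1531 DETs, and without chronic saline replicate 5 615 and 2887. Without acute ethanol replicate 4 the dHPC had 84 and 501. The vHPC had 301 and 1241 after acute ethanol without saline replicate 6, 360 and 1735 after chronic ethanol without ethanol replicate 4, and 434 interaction genes and 1459 isoforms without acute saline replicate 6. DS acute DETs were 2076 without ethanol replicate 5 and 4203 without saline replicate 4. Without chronic ethanol replicate 1 the cortex had 2 interaction genes, and without acute saline replicate 6 it had 308 interaction isoforms.

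Of the 190 lowest and highest fold changes of named genes with 1 library left out, 160 kept their direction and side of the threshold and 3 reversed: *Calb1* in the vHPC interaction test was -0.22 at its lowest, without vHPC chronic ethanol replicate 6 (log2 fold change 0.00 with all libraries) and 0.22 at its highest, *Gfra1* in the vHPC interaction test was -0.050 at its lowest, without vHPC acute ethanol replicate 5 (log2 fold change 0.06 with all libraries) and 0.23 at its highest and *Stat3* in the vHPC after chronic ethanol was -0.028 at its lowest, without vHPC chronic saline replicate 6 (log2 fold change 0.08 with all libraries) and 0.21 at its highest.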

Differences from the paper's values

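These values differ from the paper's by more than 1.5 times under the main test, edgeR, while the paper's methods name DESeq2, and no tests in this part were chosen after the result was seen. With DESeq2, an alternative set before the data were examined, 71 of the 73 no longer differ, and 58 are equal. The exceptions are the DETs of the vHPC and the DS after acute ethanol, where DESeq2 gave 1775 and 3965, the paper's 3965 and 1775. After chronic ethanol DESeq2 gave 773 and 556, the paper's 556 and 773. The numbers are equal in both paradigms once vHPC and DS are exchanged, so exchanged labels in the paper's text may explain these differences. EdgeR's 3908 DETs in the DS after acute ethanol are close to DESeq2's 3965. With the paper's labels as printed, no alternative closed the gap for the acute vHPC DETs. With them, DS acute DETs came within 1.5 times of the paper's only without acute ethanol replicate 3 (2437), ethanol replicate 5 (2076) or saline replicate 2 (2542).

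DEGs numbered 515 (in cortex after acute ethanol, the paper's 956), 11 (in dHPC after acute ethanol, the paper's 281), 0 (in vHPC after acute ethanol, the paper's 578), 8 (in VS after acute ethanol, the paper's 178), 0 (in cortex after chronic ethanol, the paper's 155), 0 (in dHPC after chronic ethanol, the paper's 223), 11 (in vHPC after chronic ethanol, the paper's 214), 0 (in DS after chronic ethanol, the paper's 205) and 0 (in VS after chronic ethanol, the paper's 363). DETs numbered 1611 (in cortex after acute ethanol, the paper's 2914), 2 (in dHPC after acute ethanol, the paper's 936), 0 (in vHPC after acute ethanol, the paper's 3965), 3908 (in DS after acute ethanol, the paper's 1775), 249 (in VS after acute ethanol, the paper's 756), 0 (in cortex after chronic ethanol, the paper's 387), 0 (in dHPC after chronic ethanol, the paper's 664), 43 (in vHPC after chronic ethanol, the paper's 556), 0 (in DS after chronic ethanol, the paper's 773) and 9 (in VS after chronic ethanol, the paper's 1107).

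Interaction genes numbered 0 (in cortex, the paper's 21), 0 (in dHPC, the paper's 2), 0 (in vHPC, the paper's 417), 0 (in DS, the paper's 3) and 0 (in VS, the paper's 4). Interaction isoforms numbered 0 (in cortex, the paper's 350), 0 (in vHPC, the paper's 1542), 0 (in DS, the paper's 8) and 0 (in VS, the paper's 116). Interaction genes over the 5 regions numbered 0 (in total, the paper's 446). Interaction isoforms over the 5 regions numbered 0 (in total, the paper's 2009). Group A interaction genes numbered 0 (in vHPC, the paper's 136). Group B interaction genes numbered 0 (in vHPC, the paper's 281). Genes with an interaction at both levels numbered 0 (in vHPC, the paper's 336). Interaction TO-genes numbered 0 (in vHPC, the paper's 195).

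Genes changed alike in both paradigms numbered 0 (in cortex, the paper's 23), 0 (in dHPC, the paper's 29), 0 (in vHPC, the paper's 2), 0 (in DS, the paper's 117) and 0 (in VS, the paper's 55). Genes upregulated alike numbered 0 (in cortex, the paper's 5), 0 (in dHPC, the paper's 19), 0 (in DS, the paper's 36) and 0 (in VS, the paper's 6). Genes downregulated alike numbered 0 (in cortex, the paper's 18), 0 (in dHPC, the paper's 10), 0 (in DS, the paper's 81) and 0 (in VS, the paper's 49). Genes changed alike over the 5 regions numbered 0 (in total, the paper's 201). Genes changed alike in 1 region numbered 0 (in total, the paper's 177). Isoforms changed alike in both paradigms numbered 0 (in cortex, the paper's 59), 0 (in dHPC, the paper's 74), 0 (in vHPC, the paper's 8), 0 (in DS, the paper's 301) and 0 (in VS, the paper's 180). Isoforms changed alike over the 5 regions numbered 0 (in total, the paper's 562). Isoforms changed alike in 1 region numbered 0 (in total, the paper's 507).

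Genes upregulated in any region numbered 619 (after acute ethanol, the paper's 1241) and 11 (after chronic ethanol, the paper's 501). Genes upregulated in 1 region numbered 598 (after acute ethanol, the paper's 1080) and 11 (after chronic ethanol, the paper's 477). Genes upregulated in more than 1 region numbered 21 (after acute ethanol, the paper's 161) and 0 (after chronic ethanol, the paper's 24). Genes downregulated in any region numbered 906 (after acute ethanol, the paper's 1591) and 0 (after chronic ethanol, the paper's 568). Genes downregulated in 1 region numbered 863 (after acute ethanol, the paper's 1335) and 0 (after chronic ethanol, the paper's 505). Genes downregulated in more than 1 region numbered 43 (after acute ethanol, the paper's 256) and 0 (after chronic ethanol, the paper's 63). Isoforms upregulated in any region numbered 2020 (after acute ethanol, the paper's 3938) and 44 (after chronic ethanol, the paper's 1415). Isoforms upregulated in more than 1 region numbered 72 (after acute ethanol, the paper's 391). Isoforms downregulated in any region numbered 8 (after chronic ethanol, the paper's 1826). Isoforms downregulated in more than 1 region numbered 227 (after acute ethanol, the paper's 769).

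Among the other alternatives set before the data were examined, the absence of the low-count filter brought 22 of these within 1.5 times of the paper's: 253 DEGs in the dHPC after acute ethanol, 104 DEGs in the cortex after chronic ethanol, 1045 DETs in the dHPC after acute ethanol, 514 DETs in the cortex after chronic ethanol and 349 Group B interaction genes in the vHPC. To these belong 24 genes changed alike in both paradigms in the cortex, 195 genes changed alike over the 5 regions, 193 genes changed alike in 1 region, 748 isoforms changed alike over the 5 regions, 732 isoforms changed alike in 1 region, 4 genes upregulated alike in the cortex and 20 genes downregulated alike in the cortex. It also gave 1532 genes upregulated in any region after acute ethanol, 2014 genes downregulated in any region after acute ethanol, 1275 genes upregulated in 1 region after acute ethanol, 1601 genes downregulated in 1 region after acute ethanol, 713 genes upregulated in any region after chronic ethanol, 675 genes downregulated in any region after chronic ethanol, 678 genes upregulated in 1 region after chronic ethanol, 635 genes downregulated in 1 region after chronic ethanol, 5682 isoforms upregulated in any region after acute ethanol and 35 genes upregulated in more than 1 region after chronic ethanol. Calls without that filter rest less on each gene's own spread. The replicate block closed the gap for the DEGs of the cortex after acute and chronic ethanol (789 and 143), and the block with the GC and length trend removed for the latter (116). The block is no pairing, as same-numbered cortex libraries deviated from their groups with correlations of only -0.161 to 0.0646. With the block, prior degrees of freedom rose from 9.14 to 19.2 (acute) and from 5.62 to 24.1 (chronic), so its counts do not reconcile the tests. At least 10 counts in every sample closed it for the genes downregulated in 1 region after acute ethanol (927). With 1 library left out, it closed for DEGs and DETs of the cortex after acute ethanol (794 and 3579 without ethanol replicate 2, and 1966 DETs without saline replicate 6), interaction genes and isoforms of the vHPC (434 and 1459 without acute saline replicate 6) and interaction isoforms of the cortex (308 without acute saline replicate 6). DESeq2's size factors, all 4 groups in one fit, removal of the GC and length trend, and genes with no overlap on the other strand closed none.

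In the comparisons with 0 calls, 481 to 2656 genes and 2901 to 12621 isoforms had an unadjusted p under 0.05. The paper attributes the interaction isoforms of the cortex mainly to TO-genes, while counted as isoforms 74% of DESeq2's belonged to interaction genes. The paper finds the further *Xlr3b* interaction isoform in the cortex, while DESeq2 called 3 *Xlr3b* isoforms in the VS and 2 in the cortex. In Fig. 4D the FDR of *Tgm2* in the dHPC after chronic ethanol is larger than DESeq2's 0.00239, and the vHPC is printed as called and the DS as not, where DESeq2's FDRs were 0.246 and 0.0107 and edgeR's 0.354 and 0.969.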

Other observations

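The splits of the samples were set before the data were examined except at the gene level in the vHPC. The gene lists, with their camera tests at the preset correlation and their fry tests, were also set before. Every other test here was chosen after the result was seen. DS chronic saline replicate 2 had no counts on chromosomes 7, 8, 9, X, Y and MT and few on 6. Of 15079 genes with at least 10 counts in each other DS library, 4033 had 0 counts in it, and at most 2 in any other. With the chromosomes in text order, 100% of the 11046 of these genes up to the last counted one had a count, and none of the 4033 past it. The library had 0 mitochondrial counts, against 8.33 to 11.6% of counts in the others, which argues against a loss of expression. Counting that stopped partway may explain the pattern. Of DESeq2's 205 DS chronic DEGs, 7 (3.41%) lay on the affected chromosomes, and without that library 37 of 154 (24.0%).

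The pallial excitatory neuron list was lower in the ethanol libraries of the DS and VS, with medians of -3.20, -2.20, -2.76 and -3.16 (log2) in DS acute, DS chronic, VS acute and VS chronic, and 9 of 9, 9 of 9, 9 of 9 and 8 of 9 genes lower. In the cortex after acute ethanol the list's median was -0.083, which argues against a fall in every tissue. Among unlisted protein-coding genes at least 4 times higher in the cortex, 95.7%, 92.1%, 82.9% and 86.8% were lower in the ethanol libraries, against 47.5%, 52.1%, 46.5% and 50.7% of the others. More cortical tissue in the saline libraries may explain the pattern. The cortical level of the list was on average 22.3%, 23.7%, 20.8% and 21.0% in saline and 2.81%, 4.10%, 3.18% and 1.84% in ethanol libraries. Of DESeq2's downregulated DEGs, 401 of 759 (52.8%), 76 of 112 (67.9%), 99 of 151 (65.6%) and 86 of 206 (41.7%) were at least 2 times higher in the cortex.

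The activity response list was lower after acute ethanol, with medians of -0.44 in the cortex, -0.38 in the DS and -0.62 in the VS. The cortical shares predict 0.015 in the DS and -0.066 in the VS, which argues against carried-over cortex as the cause. The glucocorticoid response list was higher after acute ethanol in all 5 regions (medians 0.23, 0.41, 0.34, 0.37 and 0.46, in the order cortex, dHPC, vHPC, DS and VS), and without the genes the paper labels it had a camera FDR below 0.05 in 5 of 5 regions. The regions came largely from the same mice, so they are not independent of each other. Over all comparisons, the smallest FDR of the full list was 0.0573 under fry and 0.349 for camera with an estimated correlation. Saline mice were injected as well, so an effect of ethanol on both lists may be the explanation, as a hypothesis that was not tested.

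In dHPC chronic saline replicate 5, the striatal projection neuron genes were at a median of 8.91 times the median of the other dHPC libraries, with 12 of 12 at least 2 times higher. *Drd1* was at 90.3 CPM, against 4.05 to 29.5 in the others, so striatal tissue in that library may explain the lower list after chronic ethanol (median log2 fold change -2.52). Where 2 genes overlap on opposite strands, the lower of the pair held a median of 8.82% of the counts in the cortex and 8.83% in the dHPC, against 0.948%, 1.06% and 1.11% in the vHPC, DS and VS. The kit of the cortex and dHPC libraries is non-directional and all libraries were counted as reverse-stranded, which may explain this. It is confounded with region.

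Splits of the samples into groups of the same sizes, the real one included, gave at least as many DEGs as the real one in 1 of 10 in the cortex, 2 of 35 in the dHPC, 10 of 10 in the vHPC, 1 of 10 in the DS and 1 of 10 in the VS after acute ethanol, and in 10 of 10 in the cortex, 10 of 10 in the dHPC, 1 of 10 in the vHPC, 35 of 35 in the DS and 10 of 10 in the VS after chronic ethanol. For DETs the counts were 1 of 10 in the cortex, 4 of 21 in the dHPC, 10 of 10 in the vHPC, 1 of 10 in the DS and 1 of 10 in the VS after acute, and 10 of 10 in the cortex, 10 of 10 in the dHPC, 1 of 10 in the vHPC, 21 of 21 in the DS and 2 of 10 in the VS after chronic ethanol. For interaction genes they were 60 of 60 in the cortex, 60 of 60 in the dHPC, 60 of 60 in the vHPC, 60 of 60 in the DS and 60 of 60 in the VS, and for interaction isoforms 21 of 21 in the cortex, 21 of 21 in the dHPC, 21 of 21 in the vHPC, 21 of 21 in the DS and 21 of 21 in the VS. Where the real split had 0 calls, every split gave as many. There, splits with at least as many genes with an unadjusted p under 0.05 were 2 of 10 in the vHPC after acute ethanol. After chronic ethanol they were 1 of 10 in the cortex, dHPC and VS and 5 of 35 in the DS. For the interaction they were 11 of 60 in the cortex, 34 of 60 in the dHPC, 2 of 60 in the vHPC, 36 of 60 in the DS and 26 of 60 in the VS. With 10 splits no share can be under 0.1.

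With DESeq2, splits gave as many DEGs as the real one in 1 of 10 in the cortex, 2 of 35 in the dHPC, 2 of 10 in the vHPC, 1 of 10 in the DS and 3 of 10 in the VS after acute ethanol, 1 of 10 in the cortex, 2 of 10 in the dHPC, 2 of 10 in the vHPC, 3 of 35 in the DS and 2 of 10 in the VS after chronic ethanol, and 7 of 30 in the cortex, 15 of 30 in the dHPC, 2 of 30 in the vHPC, 16 of 30 in the DS and 13 of 30 in the VS for interaction genes. In the vHPC interaction another split gave 1305 calls. By mean log2 counts, 97.1% of the real calls changed in opposite directions after acute and chronic ethanol (97.4% by edgeR's fold changes), and a median of 100% did in the 3 other splits with at least 10 calls, so selection by the interaction test may produce this pattern alone.

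Over the 15 gene-level tests, the list medians (log2) ran as follows, with the number of tests that camera called higher and lower in parentheses. Activity response -0.62 in the VS after acute ethanol to 0.50 in the cortex interaction (3 up and 3 down), astrocyte -0.20 in the VS interaction to 0.19 in the DS interaction (1 up and 1 down), chaperone -0.19 in the vHPC after acute ethanol to 0.30 in the vHPC interaction (6 up and 2 down) and choroid plexus -4.47 in the VS interaction to 4.12 in the vHPC interaction (3 up and 6 down). Dentate granule neuron -1.27 in the VS after chronic ethanol to 1.26 in the vHPC after acute ethanol (3 up and 3 down), endothelial -0.27 in the vHPC after chronic ethanol to 0.38 in the cortex interaction (2 up and 3 down), ependymal -1.21 in the VS after chronic ethanol to 1.66 in the vHPC interaction (3 up and 1 down) and glucocorticoid response -0.23 in the dHPC interaction to 0.46 in the VS after acute ethanol (10 up and 2 down). Ionotropic glutamate receptor -0.15 in the vHPC interaction to 0.19 in the DS interaction (0 up and 2 down), meningeal and vascular fibroblast -0.71 in the vHPC after acute ethanol to 0.57 in the vHPC interaction (0 up and 2 down), microglia -0.16 in the VS interaction to 0.16 in the cortex interaction (1 up and 0 down) and mitochondrial complex I -0.12 in the vHPC after acute ethanol to 0.20 in the cortex after chronic ethanol (4 up and 1 down). Mural -0.38 in the vHPC after chronic ethanol to 0.18 in the DS interaction (0 up and 4 down), myelin -0.69 in the VS interaction to 1.02 in the vHPC interaction (5 up and 6 down), opioid peptide and receptor -0.31 in the dHPC after chronic ethanol to 0.64 in the vHPC after chronic ethanol (2 up and 0 down) and pallial excitatory neuron -3.20 in the DS after acute ethanol to 0.60 in the DS interaction (1 up and 4 down). Postsynaptic scaffold -0.55 in the vHPC interaction to 0.33 in the DS interaction (3 up and 5 down), striatal projection neuron -2.52 in the dHPC after chronic ethanol to 1.62 in the vHPC after chronic ethanol (5 up and 4 down), thalamic neuron -1.87 in the vHPC after acute ethanol to 1.94 in the vHPC interaction (4 up and 1 down) and unfolded protein response -0.14 in the DS after acute ethanol to 0.46 in the DS interaction (5 up and 0 down). None of camera's calls holds under fry or with an estimated correlation. The DS chronic and DS interaction values include chronic saline replicate 2, which has no counts on several chromosomes.

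Other lists hold 2 of the 40 activity response genes, 1 of the 39 chaperone genes, 1 of the 20 glucocorticoid response genes, 1 of the 7 opioid peptide and receptor genes, 1 of the 15 postsynaptic scaffold genes, 1 of the 12 striatal projection neuron genes and 1 of the 15 unfolded protein response genes, and no gene of the remaining lists. The paper labels 3 of the 13 choroid plexus genes, 1 of the 6 dentate granule neuron genes, 4 of the 20 glucocorticoid response genes, 1 of the 12 meningeal and vascular fibroblast genes, 1 of the 16 myelin genes and 1 of the 15 postsynaptic scaffold genes. In every comparison all listed genes were past the filter except choroid plexus (7 to 13 of 13), dentate granule neuron (4 to 6 of 6), ependymal (5 to 6 of 6) and ionotropic glutamate receptor (17 to 18 of 18). The reason was not tested. With genes at the floor set to their bound, every list median was the same (0.0286 for the 1 list with such a gene, the ionotropic glutamate receptor list in the DS after acute ethanol).

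Across genes, the acute and chronic log2 fold changes had a Spearman correlation of 0.0956, 0.201, -0.0271, 0.237 and 0.197 in the cortex, dHPC, vHPC, DS and VS.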
